# Age‐Associated Decline in Autophagy Pathways in the Retinal Pigment Epithelium and Protective Effects of Topical Trehalose in Light‐Induced Outer Retinal Degeneration in Mice

**DOI:** 10.1111/acel.70081

**Published:** 2025-04-28

**Authors:** Katherine Cox, Gongyu Shi, Neve Read, Mohamed T. Patel, Kepeng Ou, Zijia Liu, Jiahui Wu, Suci Cendanawati, Jenna Le Brun Powell, Pola Goldberg Oppenheimer, Lisa J. Hill, Lindsay B. Nicholson, Andrew D. Dick, Jian Liu

**Keywords:** aging, autophagy, oxidative stress, retinal degeneration, retinal pigment epithelium, topical administration, trehalose

## Abstract

Age is a primary risk factor for chronic conditions, including age‐related macular degeneration (AMD). Impairments in autophagy processes are implicated in AMD progression, but the extent of autophagy's contribution and its therapeutic potential remain ambiguous. This study investigated age‐associated transcriptomic changes in autophagy pathways in the retinal pigment epithelium (RPE) and evaluated the protective effects of topical trehalose, an autophagy‐enhancing small molecule, against light‐induced outer retinal degeneration in mice. Transcriptomic analysis of human RPE/choroid and mouse RPE revealed consistent downregulation of autophagy pathways with age, alongside variable changes as AMD severity progressed. Given the age‐ and AMD‐associated perturbation of autophagy pathways, we examined trehalose treatment in vitro, which enhanced autophagic flux and restored mitochondrial respiratory function in primary murine RPE cells exposed to oxidative stress. In vivo, topical trehalose improved autophagy‐lysosome activity in mouse RPE, as demonstrated by elevated LC3B turnover and SQSTM1/p62 degradation. Furthermore, trehalose eyedrops protected mice from light‐induced damage to the RPE and photoreceptors, preserving outer nuclear layer thickness, RPE morphology, and junctional F‐actin organization. Taken together, the data support that age‐related decline and severe dysregulation in autophagy contributed to AMD progression. By restoring autophagic flux, topical trehalose demonstrates therapeutic potential to address early autophagy‐related pathological changes in AMD.

## 1 Introduction

Age‐related macular degeneration (AMD) is a progressive multifactorial neurodegenerative disease that affects particularly the retina's macular region, leading to severe central vision loss. Although AMD pathogenesis is driven by a complex interplay of aging, environmental factors, genetic susceptibility, and lifestyle choices, aging remains the most significant risk factor at the population level (Fleckenstein et al. 2024). The retinal pigment epithelium (RPE), central for maintaining the visual cycle and photoreceptor health and outer retinal homeostasis, is particularly susceptible to aging not least because of the constant exposure to high levels of oxidative stress. The RPE shows the highest number of differentially expressed genes (DEGs) in the retina associated with aging, and its degeneration is a hallmark of AMD (Wang et al. 2020). Early AMD results in the deposition of oxidized lipoproteinaceous drusen beneath the RPE and may progress to late forms, including advanced dry AMD (geographic atrophy, GA) or, in 10%–15% of cases, wet AMD (neovascular). Current treatments for dry AMD primarily focus on anti‐complement therapies, which target only the late stage of the disease (GA) and offer limited functional benefits (Csaky et al. 2024). Treatments are awaited to address the underlying degenerative progress that leads to atrophy and progressive visual loss. Ideally, to effectively prevent disease progression, therapeutic interventions at earlier stages are required (Hernández‐Zimbrón et al. 2018).

Proteomic analysis reveals that the protein profile of drusen closely resembles that of the RPE, indicating that degenerating RPE is a primary source of drusen components, likely through exosome‐mediated release (Crabb 2014; Wang et al. 2009). This suggests a disruption in the RPE's clearance pathways, such as autophagy, a catabolic process required by RPE because of its high metabolic rate. During autophagic flux, dysfunctional organelles and cytotoxic macromolecular aggregates are degraded through the formation of autophagosomes and the consequent fusion with lysosomes (autolysosomes) (Menzies et al. 2017). Under conditions of nutrient deprivation or energy stress, the autophagic cascade is triggered by the inhibition of the mammalian target of rapamycin (mTOR) and activation of 5′‐adenosine monophosphate‐activated protein kinase (AMPK), respectively.

Impaired autophagy has been linked to various age‐related conditions, including neurodegeneration, type 2 diabetes, and cancer (Menzies et al. 2017). Conversely, enhanced autophagy may serve as a defense mechanism against cellular damage in certain disease contexts by increasing the turnover of abnormal or excessive cellular components. In AMD, transcriptomic analyses of RPE cells from the macular region reveal a significant upregulation of genes involved in autophagy initiation (Orozco et al. 2023; Ramírez‐Pardo et al. 2023), suggesting an adaptive response of remaining RPE cells to counteract the stressors driving RPE dysfunction. Paradoxically, despite this transcriptomic upregulation, AMD progression is characterized by a functionally reduced autophagy flux (Kaarniranta et al. 2023). Dysfunctional autophagy is associated with increased transcytosis and exocytosis, heightened susceptibility to mitochondrial oxidative stress, elevated mitochondrial damage, disrupted proteostasis, inflammasome activation, and drusen formation (Liu et al. 2016; Ramírez‐Pardo et al. 2023). Although autophagy dysfunction has been described in AMD, more fidelity is required to document changes in autophagy and its related transcriptomic pathways with aging and during disease progression. It is also essential to determine whether these changes are consistent or variable across different stages of AMD, highlighting the appropriate timing of therapies targeting autophagy pathways.

Autophagy is considered a promising therapeutic target due to its amenability to chemical modulation. Small molecules (MW < 900 Da) with compact size (~1 nm) can efficiently penetrate cells and access intracellular targets via passive or carrier‐mediated transport (Ramsay et al. 2023). One such molecule is trehalose (MW = 342.3 Da) which is a naturally abundant, nonreducing disaccharide of D‐glucose. Although trehalose is not endogenously produced in mammals and is hydrophilic, it penetrates mammalian cell membranes via fluid‐phase endocytosis at millimolar concentrations (Zhang et al. 2017). Trehalose has shown autophagy‐dependent therapeutic effects against mitochondrial dysfunction, inflammation, cardiac disease, and neurodegeneration (Korolenko et al. 2021; Sciarretta et al. 2018). Mechanistically, trehalose enhances autophagy through multiple pathways, including activating AMPK signaling, incorporating into autophagosomes, and stimulating lysosomal activity (Xu et al. 2019). Widely used in 3% w/v (87.7 mM) ophthalmic formulations, trehalose effectively treats dry eye disease by reducing conjunctival inflammation, restoring osmotic balance, and protecting epithelial cells (Cagini et al. 2021). Its low‐toxicity profile supports topical administration at concentrations as high as 30% (Laihia and Kaarniranta 2020), highlighting its potential for high‐dose or long‐term applications. Alongside ongoing clinical trials, preclinical studies on small molecule‐based topical therapies have demonstrated significant advantages as non‐invasive treatment options for retinal pathologies (Rodrigues et al. 2018).

Here, we explored age‐related transcriptomic changes in human and murine RPE and/or choroidal samples, as well as AMD stage‐specific alterations, focusing on autophagy and its associated pathways. We conducted an interspecies comparison to give provenance to examine the effects of trehalose on autophagy flux, mitochondrial oxidative stress, and respiratory capacity in primary murine RPE cells. Additionally, we evaluated the therapeutic efficacy of topical trehalose in protecting against RPE and photoreceptor damage in light‐induced outer retinal degeneration in mice.

## 2 Results

### 2.1 Autophagy, Mitophagy and Lysosome Pathways Are Predominantly Downregulated in Human RPE/Choroid With Age

To identify potential mechanisms contributing to the onset of AMD, we extracted transcriptomic data of non‐AMD individuals from a recent study to analyze age‐associated changes in human RPE/choroid samples (Orozco et al. 2023). Due to the lack of young donor eyes in the dataset, Orozco et al. conducted a linear analysis of macular RPE/choroid samples from 36 normal control donors aged 50 to 94 years, with a mean age of 70.5 ± 13.6 years and a mixed‐gender cohort (Orozco et al. 2023). The original study identified 789 downregulated and 725 upregulated genes correlated with increasing age (Data S1 and Figure S2a,b), without further stratification. We noted that age‐associated DEGs had a much narrower |log2FC| range (0.01–0.08) compared to dry AMD (dAMD) stage‐associated DEGs (0.06–0.71), both derived from similar linear analysis with *p*adj < 0.05. This is consistent with evidence that gene expression changes during aging, though often modest, remain biologically important, in contrast to the more pronounced shift observed in development or disease states (Kumar et al. 2013; Viñuela et al. 2018). Leveraging this dataset, we performed pathway analyses to explore transcriptomic alterations associated with aging. Donor information, including sample size, gender, age, and post‐mortem time, is available in Data S1. Detailed sample metadata can be accessed through the Zenodo repository via the original publication (Orozco et al. 2023).

As shown in Figure 1a, the top Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with age‐related downregulated DEGs were linked to cellular transport and signaling (endocytosis, Rap1 signaling, MAPK signaling, apelin signaling, and axon guidance), cellular degradation and recycling (proteolysis, lysosome, and mitophagy), metabolic pathways (fatty acid metabolism, N‐glycan biosynthesis, and sphingolipid signaling), and cellular stress and protein synthesis (chemical carcinogenesis—reactive oxygen species (ROS) and ribosome). In contrast (Figure 1b), upregulated genes were significantly enriched in structure and adhesion pathways (cytoskeleton and tight junction), protein and lipid metabolism (protein digestion and absorption, lysine degradation, and glycerophospholipid metabolism), signaling pathways (Notch, Hedgehog, and mTOR signaling), and disease‐associated pathways (dilated cardiomyopathy and alcoholic liver disease). These results indicate a mixed regulation of cellular signaling and metabolic pathways and patterns of downregulation in mitophagy and lysosome pathways.

**FIGURE 1:**
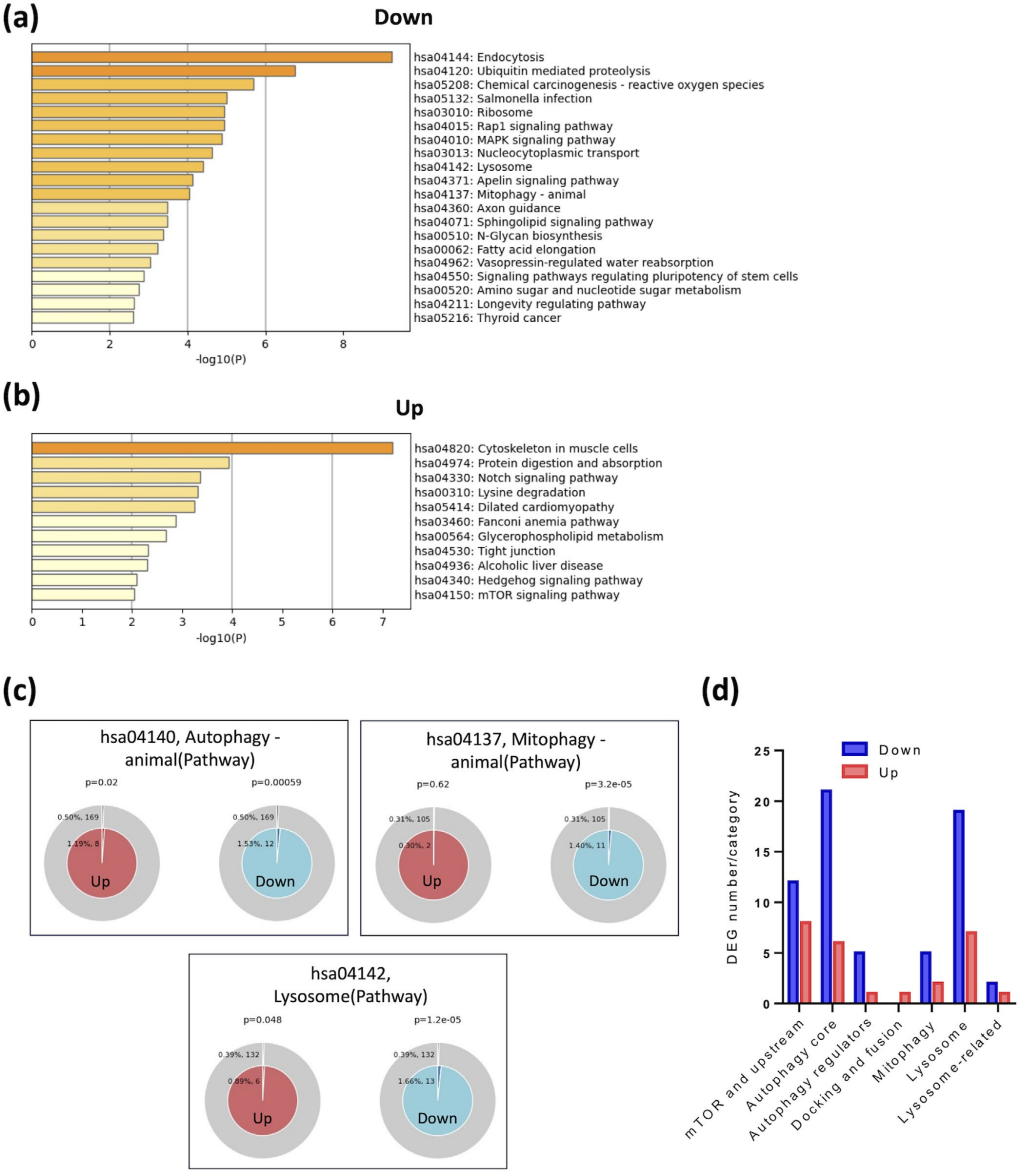
Predominant downregulation of autophagy‐lysosomal pathways in aged human RPE/choroid. (a, b) Top enriched KEGG pathways of downregulated (a) and upregulated (b) genes identified through a linear analysis of RNA‐seq data from macular RPE/choroid samples of 36 normal controls aged 50–94 years (mean 70.5 ± 13.6, mixed gender) (Orozco et al. 2023). Pathway enrichment analysis was conducted using the Metascape platform with default setting: *p* cutoff = 0.01, minimum overlap = 3, and minimum enrichment = 1.5. (c) Membership analysis conducted through Metascape for upregulated (left) and downregulated (right) genes enriched in specific KEGG pathway terms, including Autophagy (hsa04140), Mitophagy (hsa04137), and lysosome (hsa04142). The outer circle represents the percentage and number of total genes associated with the pathway, while the inner circle shows the percentage and number of input genes mapping to the pathway. The *P*‐value above the pie chart indicates the statistical significance of the gene set membership to the pathway term. (d) Number of downregulated (blue) and upregulated (red) genes in each category based on a broader autophagy‐lysosome gene list (Bordi et al. 2021).

Membership analysis further revealed that the autophagy pathway displayed predominant downregulation with age (*p* = 0.00059), alongside a significant albeit minor upregulation (*p* = 0.02) (Figure 1c). Similarly, pronounced age‐related downregulation was confirmed in mitophagy (*p* = 3.2e−5) and the Lysosome pathway (*p* = 1.2e−5), while a minor upregulation in the lysosome pathway was also noted (*p* = 0.048).

To further elucidate the extent of transcriptomic dysregulation in autophagy‐lysosome pathways with age, we analyzed the lists of downregulated and upregulated genes in conjunction with a previously identified autophagy‐lysosome gene set (Bordi et al. 2021). This gene set covers a broader range of 604 genes and more diverse categories based on their roles within these pathways, compared to the KEGG terms autophagy (hsa04140) and lysosome (hsa04142), which only include 169 and 132 genes, respectively. Consistent with the pathway analysis, we found a greater number of downregulated genes across most autophagy pathway categories, except for docking and fusion (Figure 1d). Bidirectionally regulated genes predominantly aligned with mTOR and upstream components, autophagy core machinery, and lysosome pathways, suggesting a complex interplay of transcriptional responses aimed at mitigating age‐associated cellular stress as well as potential impairments in autophagic and lysosomal functions (Figure 1d). A full list of DEGs overlapped with the broader autophagy‐lysosome pathway categories is provided in Data S2.

### 2.2 Autophagy and Mitophagy Pathways Are Predominantly Downregulated in Mouse RPE With Age, Resembling Human Data

We next evaluated whether transcriptomic changes in autophagy and related pathways in aging mouse eye tissue reflect those observed in humans, focusing specifically on the RPE due to its high autophagic demands and susceptibility to aging (Intartaglia et al. 2022). Male mice were used to minimize sex‐dependent variations in autophagy (Bjornson et al. 2024). RNA‐seq analysis was performed on murine RPE cells isolated from 5‐ and 22‐month‐old mice, equivalent to human ages of 20–30 and 70–80 years, respectively (Graff et al. 2021). The experiments were conducted in two batches with a total of 6 eyes per group. 

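RNA of the retinal pigment epithelium (RPE), the pigmented cell layer beneath the photoreceptors, was sequenced from both eyes of 6 male C57BL/6J mice, which gave 12 libraries. Of the mice, 3 were aged 5 months and 3 were aged 22 months. Mice 1 and 2 of each age formed batch 1 and mouse 3 of each age formed batch 2. The authors aligned the reads to mm10, counted them per gene, corrected the counts for batch with ComBat-seq and divided them by DESeq2 size factors. The deposited raw counts sum to 9758665 to 13217909 per library at 5 months and to 9171131 to 12324029 at 22 months. Because the eyes of a mouse are not independent, their raw counts were summed, which left n = 3 mice per age. Genes with a mean deposited normalized count of at least 20 were kept, 14219 in all. The ages were compared by edgeR's quasi-likelihood test with TMM scaling, a batch term and Benjamini-Hochberg adjustment. A gene was called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 0.25. Pathway lists, apart from the Reactome terms, were written by hand and are not the KEGG gene sets that the paper used. Gene lists were tested with camera on the gene-wise statistics, at a preset correlation between genes of 0.01, and 41 of 65 passed. With an estimated correlation 0 passed, and adjusted p values from it stand beside each list that passed.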

The sample information is provided in Data S3. After batch correction, normalization, and exclusion of low read counts (basemean ≤ 20), the gene dataset (Data S3) underwent quality control using iDEP.96, confirming comparable distribution of transformed expression values across samples (Figure S1a). 

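Rod photoreceptor genes varied widely among the 12 libraries. The mean log2 CPM of 44 rod genes ran from 4.17 to 6.85 over the 6 eyes of 5-month mice and from 5.11 to 8.73 over the 6 eyes of 22-month mice. The eyes of 1 mouse differed in it by up to 2.24 (median 1.42). For 39 genes of RPE identity and the visual cycle, the eyes of 1 mouse differed by up to 0.79. In a principal component analysis of the deposited normalized values, the first component held 52.5% of the variance. On it, 5-month libraries lay between -67.3 and -0.937 and 22-month libraries between 16.4 and 50.0. Of the 50 genes that weighed most on it, 16 were on lists of retinal neurons, synapses or phototransduction, 0 of them on the rod list. In log2 CPM of the raw counts, which are not corrected for batch, the first component held 64.6% of the variance. The ages overlapped on that component, between -35.2 and 98.0 at 5 months and between -83.9 and 51.8 at 22 months. On the second component, with 13.7% of the variance, they overlapped little, between -56.4 and 9.35 at 5 months and between 8.52 and 38.2 at 22 months.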

Minimal variation within each age group and clear separation between the two age groups were confirmed by principal component analysis (PCA) (Figure S1b). Raw and processed gene counts are listed in Data S3.

DESeq2 analysis identified 1412 downregulated and 1694 upregulated DEGs (*p*adj < 0.05, |log2FC| > 0.25) in aged RPE compared to young controls (Figure 2a and Data S3). 

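With the mouse as the replicate, 321 genes were lower and 769 higher at 22 months by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of 14219 tested. The count depends on the test as well as on the replicate. DESeq2 on mouse sums called 863 lower and 1502 higher, and eyes with the mouse as a random effect gave 1183 and 1572. The genes named below are those of edgeR's test. Among called genes whose mice of 1 age all lay beyond those of the other, the largest falls were those of Mobp, which encodes a myelin protein, Has2, a hyaluronan synthase, and Cldn11, a claudin. Cldn11 fell from 21.6 ± 4.52 CPM (SD, n = 3 mice) at 5 months to 5.82 ± 0.754 CPM (SD, n = 3) at 22 months, a log2 fold change of -1.90 (standard error 0.20, adjusted p = 0.0203 from the same test). Mobp was near the floor at 22 months, at 10.1 ± 7.75 CPM (SD, n = 3) at 5 months and 0.0879 ± 0.115 CPM (SD, n = 3) at 22 months. Hhip, which encodes a hedgehog-binding protein, had a log2 fold change of -1.79 (standard error 0.11, adjusted p = 0.0162 from the same test), and Nog, a BMP antagonist, had a log2 fold change of -1.52 (standard error 0.26, adjusted p = 0.0350 from the same test). The others of the 10 largest falls were in Nr4a3, Ggt1, Adm, Wfikkn2 and Gm3776, with log2 fold changes between -1.84 and -1.48. The largest rises were in keratin genes (Krt15, Krt12, Krt6a), in mast cell protease genes (Tpsb2, Cma1, Mcpt4), in Cd3e of the T cell receptor complex and in Npy, Orm1 and H2-M2. Tpsb2 rose from 2.90 ± 0.720 CPM (SD, n = 3 mice) at 5 months to 30.9 ± 28.2 CPM (SD, n = 3) at 22 months, a log2 fold change of 3.05 (standard error 0.58, adjusted p = 0.0417 from the same test). Krt15 had a log2 fold change of 3.94 (standard error 0.85, adjusted p = 0.0497 from the same test). Of the genes called, 182 lower and 239 higher ones had mice of the ages apart. Over all tested genes this held for 12.8%. For 6 exchangeable mice chance would give 10%. These CPM values are not corrected for batch, which changes that value, so the shares cannot be set against each other.

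Single mice changed these counts. Leaving out 22-month mouse 1 gave 0 lower and 4 higher (1136 and 1505 at an unadjusted p under 0.05) and leaving out 22-month mouse 2 gave 0 lower and 1 higher (1333 and 1816 at an unadjusted p under 0.05) by edgeR's quasi-likelihood test. Without 5-month mouse 1 there were 73 lower and 334 higher, and without 5-month mouse 2 there were 26 lower and 78 higher. Leave-out counts given below for single lists follow these totals. A list with 0 calls without 22-month mouse 1 or 2 therefore tells little about that list. Batch 2 holds 1 mouse per age, so that leaving out either mouse 3 leaves batch 1 to decide, with 1251 lower and 1729 higher without 5-month mouse 3 and 1266 lower and 1724 higher without 22-month mouse 3. Of the 1090 genes called with all mice, those also called numbered 313, 100 and 1032 without 5-month mouse 1, 2 or 3 and 4, 1 and 1033 without 22-month mouse 1, 2 or 3. With the mouse number as a block in place of the batch there were 183 lower and 644 higher. Without a batch term there were 0 lower and 2 higher (409 and 607 at an unadjusted p under 0.05). Without the 3 libraries of most extreme rod score, an alternative chosen after seeing the data, there were 226 lower and 439 higher.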

Enrichment analysis using the PaGenBase dataset via Metascape showed that both downregulated and upregulated DEGs were predominantly associated with the RPE (Figure 2b). 

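Genes of RPE identity and the visual cycle were lower at 22 months as a list, while edgeR on all mice with a batch term called no single member. Of 39 such genes, 0 were lower and 0 higher (0 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 from that test 25 were lower and 2 higher, DESeq2 on mouse sums called 23 lower and 0 higher, and limma-trend with each eye as a sample 22 and 0. The list had a median log2 fold change of -0.59 (camera adjusted p = 5.89e-06; adjusted p = 0.595 with an estimated correlation; median -0.37 without 22-month mouse 1), and 84.6% of its genes lay below 0. The members with the smallest p were Kcnj13, a potassium channel gene of the RPE, and Enpp2. Kcnj13 had a log2 fold change of -0.83 (standard error 0.19, adjusted p = 0.0573 from edgeR's quasi-likelihood test) and Enpp2 a log2 fold change of -1.02 (standard error 0.24, adjusted p = 0.0602 from the same test). Iris and ciliary epithelium genes gave 0 lower and 4 higher genes of 15 (3 and 5 when adjusted over the list alone), with a median log2 fold change of 0.48 (camera adjusted p = 0.123). That list passed without 5-month mouse 1 (camera adjusted p = 0.0144) and without 22-month mouse 2 (adjusted p = 0.0457). Its median was 0.16 without 5-month mouse 3 (camera adjusted p = 0.732) and 0.16 without 22-month mouse 3 (adjusted p = 0.734). Mab21l1, a gene of that list, had a log2 fold change of 1.05 (standard error 0.12, adjusted p = 0.0226 from the same test). Rod photoreceptor genes had a median of 1.52 in the same libraries. For each eye as a sample, the rod score as a covariate gave RPE identity genes a median of -0.25 (camera adjusted p = 0.0223). In that fit the iris and ciliary list had a median of 0.032 (camera adjusted p = 0.618). RPE identity genes called lower numbered 0, 0 and 18 without 5-month mouse 1, 2 or 3 and 0, 0 and 19 without 22-month mouse 1, 2 or 3, and 2 (1 higher) with the mouse number as a block. In the order of those mice, the iris and ciliary list had 0/2, 0/1, 3/4, 0/0, 0/0 and 3/4 genes called (lower/higher).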

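Photoreceptor genes and genes of inner retinal neurons were higher as lists at 22 months in the RPE libraries. Of 44 rod photoreceptor genes, 0 were lower and 37 higher (0 and 41 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of 1.52 (camera adjusted p = 1.62e-21; adjusted p = 0.539 with an estimated correlation). Nr2e3, a transcription factor of rods, had a log2 fold change of 1.80 (standard error 0.18, adjusted p = 0.0195 from the same test). Cone photoreceptor genes gave 0 lower and 4 higher genes of 14 (0 and 11 when adjusted over the list alone), with a median log2 fold change of 1.03 (camera adjusted p = 6.46e-07; adjusted p = 0.539 with an estimated correlation). Opn1sw, the short-wavelength cone opsin, had a log2 fold change of 1.77 (standard error 0.19, adjusted p = 0.0195 from the same test). Bipolar cell genes gave 0 lower and 11 higher genes of 20 (1 and 14 when adjusted over the list alone), with a median log2 fold change of 1.27 (camera adjusted p = 6.19e-06; adjusted p = 0.539 with an estimated correlation), and Gpr179, a gene of bipolar cells, had a log2 fold change of 1.49 (standard error 0.11, adjusted p = 0.0162 from the same test). Amacrine, horizontal and ganglion cell genes gave 0 lower and 10 higher genes of 23 (0 and 21 when adjusted over the list alone), with a median log2 fold change of 1.74 (camera adjusted p = 7.25e-09; adjusted p = 0.539 with an estimated correlation). Slc32a1, the vesicular transporter of GABA, had a log2 fold change of 2.44 (standard error 0.21, adjusted p = 0.0195 from the same test). Mueller glia and astrocyte genes gave 1 lower and 2 higher genes of 20 (3 and 5 when adjusted over the list alone), with a median log2 fold change of 0.14 (camera adjusted p = 0.850). With each eye as a sample and the rod score as a covariate, the medians were -0.022 for cone, 0.013 for bipolar and 0.62 for amacrine, horizontal and ganglion cell genes. On mouse sums with each mouse left out in turn, the rod list passed every time, at medians between 1.31 and 1.84 (camera adjusted p at most 9.65e-18, preset correlation). Rod genes called (lower/higher) numbered 0/3, 0/2 and 0/42 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 0/42 without 22-month mouse 1, 2 or 3, and in the same order cone genes 0/3, 0/2, 0/13, 0/0, 0/0 and 0/13, bipolar genes 0/7, 0/1, 1/13, 0/0, 0/0 and 1/13, amacrine, horizontal and ganglion genes 0/15, 0/3, 0/9, 0/0, 0/0 and 0/9 and Mueller glia and astrocyte genes 0/1, 0/0, 4/5, 0/0, 0/0 and 4/5.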

The upregulated genes were also strongly associated with tissues specific to eye, retina, or brain. This finding validated the purity of the RPE samples, supporting the western blot analysis showing RPE65‐positive and rhodopsin‐negative fractions as we reported elsewhere (Scott et al. 2021).

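Rpe65, the retinoid isomerase of the visual cycle, was an abundant transcript in these libraries. It was at 3996 ± 1110 CPM (SD, n = 3 mice) at 5 months and 2532 ± 1804 CPM (SD, n = 3) at 22 months, with a log2 fold change of -0.84 (standard error 0.27, adjusted p = 0.107 from edgeR's quasi-likelihood test). By mean CPM Rpe65 ranked 17 among the 14219 tested genes. The Rpe65 values of the 22-month mice 1, 2 and 3 were 1184, 1831 and 4582 CPM, and those of the 5-month mice 3171, 3559 and 5258 CPM. Rpe65 (gene ID 19892) lies on chromosome 3 of GRCm38 from 159599075 to 159625307.

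**Figure D1:**
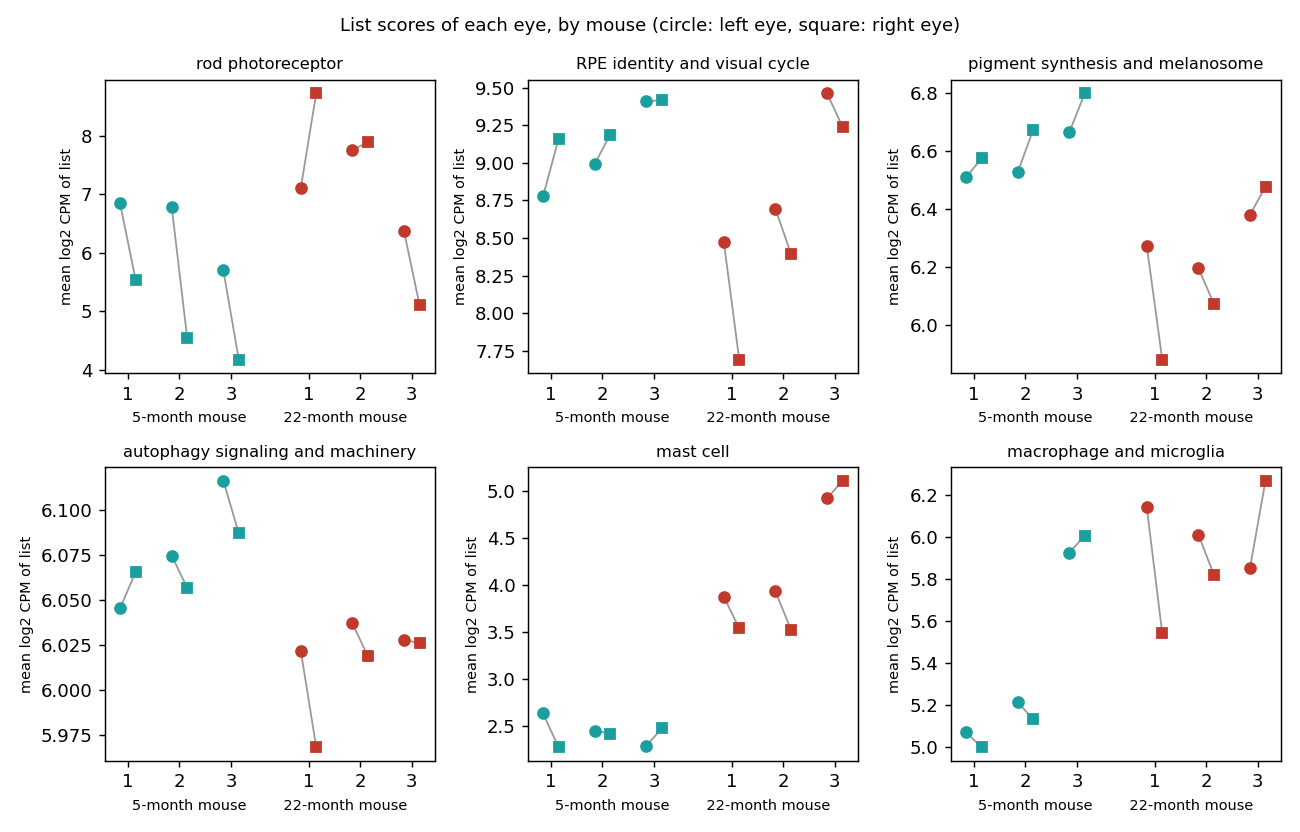
Mean log2 CPM of the genes of 6 lists in each eye (y axis), by mouse (x axis), with circles for left and squares for right eyes joined within a mouse, 5-month mice in teal and 22-month mice in red. For rod genes the eyes of 1 mouse lie up to 2.24 apart, beside an age difference of 1.56. For autophagy genes they lie up to 0.054 apart, beside an age difference of -0.058.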

**FIGURE 2:**
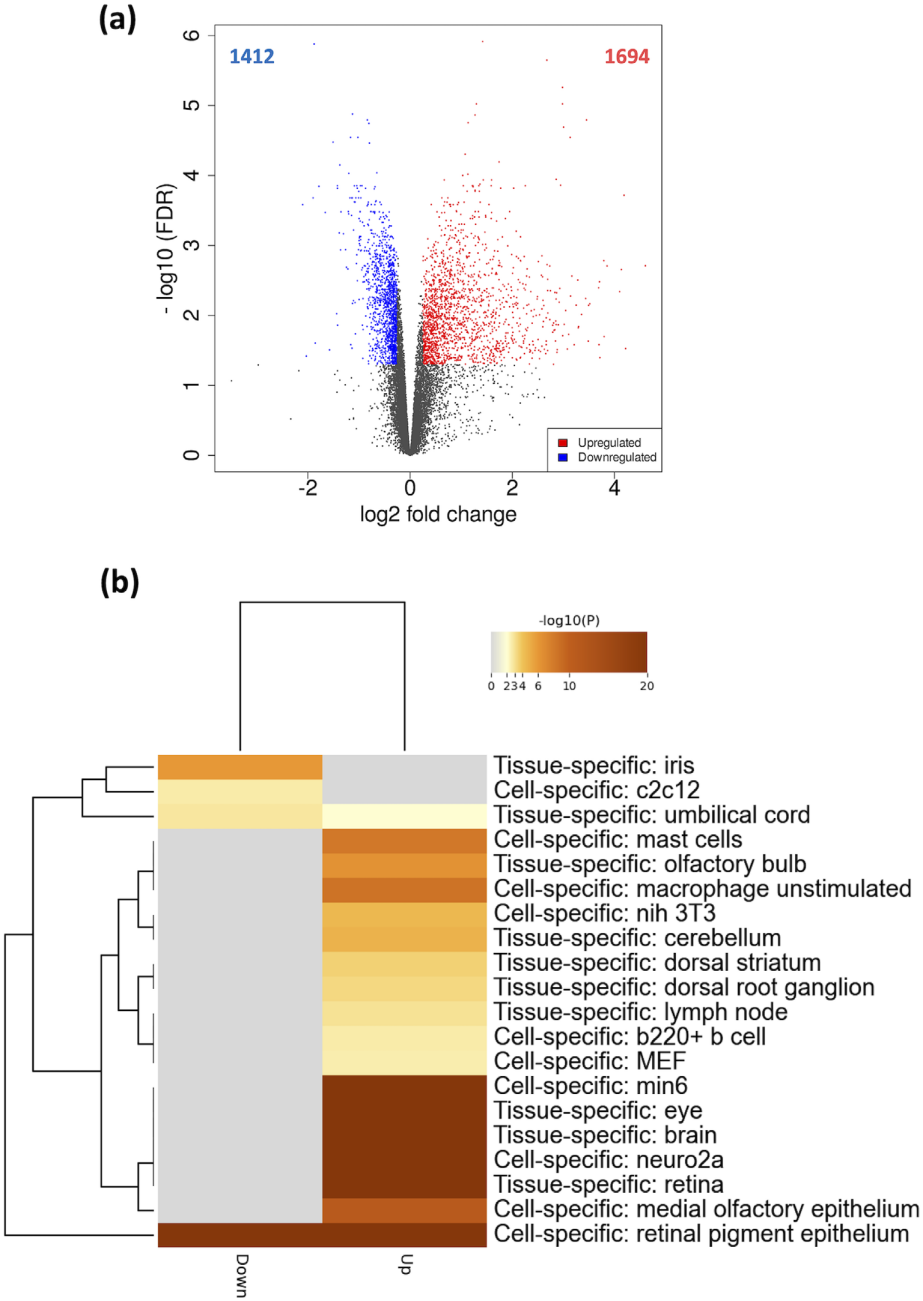
Volcano plot and PaGenBase enrichment of DEGs in aged mouse RPE. RPE cells isolated from eyes of 5‐ and 22‐month‐old male C57BL/6J mice (*n* = 6 eyes per group) were subjected to RNA‐seq analysis. (a) The volcano plot displays significantly downregulated (blue) and upregulated (red) DEGs, with the number of DEGs indicated. Statistical thresholds were set at *p*adj < 0.05 and |log2FC| > 0.25. Genes without significant changes are presented in gray. (b) PaGenBase enrichment analysis, performed via Metascape, illustrates cell and tissue specificity of downregulated and upregulated DEGs. The entire genome was used as the enrichment background. Terms with *p* cutoff = 0.01, minimum overlap = 3, and minimum enrichment = 1.5 were identified and grouped into clusters based on membership similarities.

As shown in Figure 3a, the top KEGG‐enriched terms for downregulated DEGs in aged mouse RPE include pathways related to cellular signaling and regulation (Rap1 signaling, apelin signaling, PPAR signaling, focal adhesion, and gap junction), metabolism and biosynthesis (fatty acid metabolism, regulation of lipolysis in adipocytes, and tyrosine metabolism), cellular processes and degradation (mitophagy, peroxisome, protein processing in endoplasmic reticulum, axon guidance, and salmonella infection), and disease‐related pathways (chemical carcinogenesis—ROS, pathway in cancer, and fluid shear stress and atherosclerosis). 

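Genes of fatty acid metabolism and of the peroxisome were lower as lists at 22 months, with few members called. Of 68 genes of fatty acid oxidation and synthesis, 1 was lower and 0 higher (0 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of -0.21 (camera adjusted p = 1.08e-05; adjusted p = 0.539 with an estimated correlation). Acaa2, a thiolase of mitochondrial fatty acid oxidation, had a log2 fold change of -0.56 (standard error 0.090, adjusted p = 0.0319 from the same test). Peroxisome genes gave 3 lower and 2 higher genes of 76 (3 and 2 when adjusted over the list alone), with a median log2 fold change of -0.10 (camera adjusted p = 0.00424; adjusted p = 0.581 with an estimated correlation; median -0.064 without 5-month mouse 2, -0.16 without 5-month mouse 3 and -0.16 without 22-month mouse 3). Sod1, a superoxide dismutase, and Idh2, an isocitrate dehydrogenase, fell, with log2 fold changes of -0.41 and -0.31 (adjusted p = 0.0444 and 0.0372 from the same test). Xdh, xanthine dehydrogenase, and Pex5l rose, with log2 fold changes of 0.43 and 1.28 (adjusted p = 0.0324 and 0.0452 from the same test), and Pex5l was at -0.17 with the rod score as a covariate. PPAR signaling genes gave 2 lower and 0 higher genes of 48 (1 and 0 when adjusted over the list alone), with a median log2 fold change of -0.040 (camera adjusted p = 0.106). Fabp3, a fatty acid binding protein, had a log2 fold change of -0.84 (standard error 0.11, adjusted p = 0.0245 from the same test). ER chaperone and unfolded protein response genes gave 0 lower and 0 higher genes of 39 (0 and 0 when adjusted over the list alone) by edgeR, 7 lower and 2 higher at an unadjusted p under 0.05, and 1 lower by DESeq2 on mouse sums. That list had a median log2 fold change of -0.11 (camera adjusted p = 0.0104; adjusted p = 0.595 with an estimated correlation). RPE identity genes had a median of -0.59 and rod genes of 1.52 in the same comparison. For each eye as a sample, the rod score as a covariate gave medians of -0.087 (camera adjusted p = 0.0250) for fatty acid, -0.081 (camera adjusted p = 0.111) for peroxisome and -0.029 (camera adjusted p = 0.700) for ER chaperone genes. Fatty acid genes called (lower/higher) numbered 0/0, 0/0 and 25/1 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 25/1 without 22-month mouse 1, 2 or 3, and in the same order peroxisome genes 0/0, 0/0, 14/3, 0/0, 0/0 and 14/3, ER chaperone genes 0/0, 0/0, 3/2, 0/0, 0/0 and 3/2 and PPAR signaling genes 1/0, 0/0, 9/1, 0/0, 0/0 and 9/1.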

Upregulated DEGs are enriched in pathways involving the nervous system and synaptic function (synaptic vesicle cycle, GABAergic synapse, phototransduction, nicotine addiction, and axon guidance), cellular signaling and communication (calcium signaling, chemokine signaling, MAPK signaling, cell adhesion molecules, and ECM‐receptor interaction), immune responses (natural killer cell‐mediated cytotoxicity, primary immunodeficiency, and Fc gamma R‐mediated phagocytosis), and metabolic and immune‐related disease pathways (dilated cardiomyopathy, Type II diabetes mellitus, and rheumatoid arthritis).

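Phototransduction and synaptic genes were higher as lists at 22 months together with the markers of retinal neurons. Of 33 phototransduction genes, 0 were lower and 18 higher (1 and 25 when adjusted over the list alone) by edgeR's quasi-likelihood test, and 18 of the 33 are also on the rod list. The list had a median log2 fold change of 1.41 (camera adjusted p = 3.10e-11; adjusted p = 0.539 with an estimated correlation). Gnat1, the rod transducin subunit, had a log2 fold change of 1.76 (standard error 0.24, adjusted p = 0.0268 from the same test). Synaptic vesicle cycle genes gave 0 lower and 18 higher genes of 68 (4 and 30 when adjusted over the list alone), with a median log2 fold change of 0.31 (camera adjusted p = 8.71e-04; adjusted p = 0.539 with an estimated correlation). GABAergic synapse genes gave 0 lower and 19 higher genes of 57 (3 and 26 when adjusted over the list alone), with a median log2 fold change of 0.48 (camera adjusted p = 0.00172; adjusted p = 0.539 with an estimated correlation). With each eye as a sample and the rod score as a covariate, the medians were -0.052 for phototransduction, 0.019 for the synaptic vesicle cycle and -0.024 for the GABAergic synapse. The 18 phototransduction genes on the rod list help make the rod score, so that list's median near 0 is in part built in. Calcium signaling genes gave 1 lower and 19 higher genes of 118 (5 and 30 when adjusted over the list alone), with a median log2 fold change of 0.064 (camera adjusted p = 0.0534), and the list passed with the mouse number as a block (camera adjusted p = 0.0358). It passed without 5-month mouse 1 (camera adjusted p = 0.0196), without 5-month mouse 2 (adjusted p = 0.0339), without 22-month mouse 1 (adjusted p = 0.0400) and without 22-month mouse 2 (adjusted p = 0.0437). Atp2b3, a calcium pump, had a log2 fold change of 1.34 (standard error 0.099, adjusted p = 0.0162 from the same test). Phototransduction genes called (lower/higher) numbered 0/3, 0/2 and 0/29 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 0/29 without 22-month mouse 1, 2 or 3, and in the same order synaptic vesicle genes 0/9, 0/3, 3/27, 0/0, 0/0 and 3/27, GABAergic synapse genes 0/13, 0/3, 7/27, 0/0, 0/0 and 7/27 and calcium signaling genes 1/12, 0/2, 13/31, 0/0, 0/0 and 13/31.

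T and NK cell genes were higher as a list too. They gave 0 lower and 3 higher genes of 7 (0 and 6 when adjusted over the list alone) by edgeR's quasi-likelihood test, with a median log2 fold change of 1.91 (camera adjusted p = 0.00502; adjusted p = 0.539 with an estimated correlation). Il7r, a lymphocyte cytokine receptor, had a log2 fold change of 1.54 (standard error 0.26, adjusted p = 0.0332 from the same test). Of the 24 T and NK cell genes listed, 7 passed the low-count filter, which takes the mean over all 12 libraries. A gene low at 5 months can pass it through 22-month values alone, so the list's direction may be in part built in. Lck was at 1.01 CPM at 5 months and 3.91 CPM at 22 months, and Cd4 at 18.4 and 13.8 CPM. Chemokine signaling genes gave 0 lower and 3 higher genes of 26 (0 and 3 when adjusted over the list alone), with a median log2 fold change of 0.41 (camera adjusted p = 0.00563; adjusted p = 0.539 with an estimated correlation), and Cx3cr1, a chemokine receptor of microglia, had a log2 fold change of 0.81 (standard error 0.10, adjusted p = 0.0254 from the same test). Fc gamma receptor phagocytosis genes gave 2 lower and 8 higher genes of 79 (4 and 8 when adjusted over the list alone), with a median log2 fold change of 0.024 (camera adjusted p = 0.451). Extracellular matrix and basement membrane genes gave 2 lower and 9 higher genes of 62 (3 and 12 when adjusted over the list alone), with a median log2 fold change of 0.036 (camera adjusted p = 0.156). The matrix list passed without 5-month mouse 1 (camera adjusted p = 0.0232) and without 22-month mouse 1 (adjusted p = 0.0242). Eln, elastin, had a log2 fold change of 0.88 (standard error 0.086, adjusted p = 0.0195 from the same test). T and NK cell genes called (lower/higher) numbered 0/0, 0/0 and 0/3 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 0/3 without 22-month mouse 1, 2 or 3, and in the same order chemokine genes 1/0, 0/0, 0/5, 0/0, 0/0 and 0/5, Fc gamma receptor genes 0/2, 0/0, 10/21, 0/0, 0/0 and 10/21 and matrix genes 0/3, 0/1, 9/9, 0/1, 0/0 and 10/9.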

**FIGURE 3:**
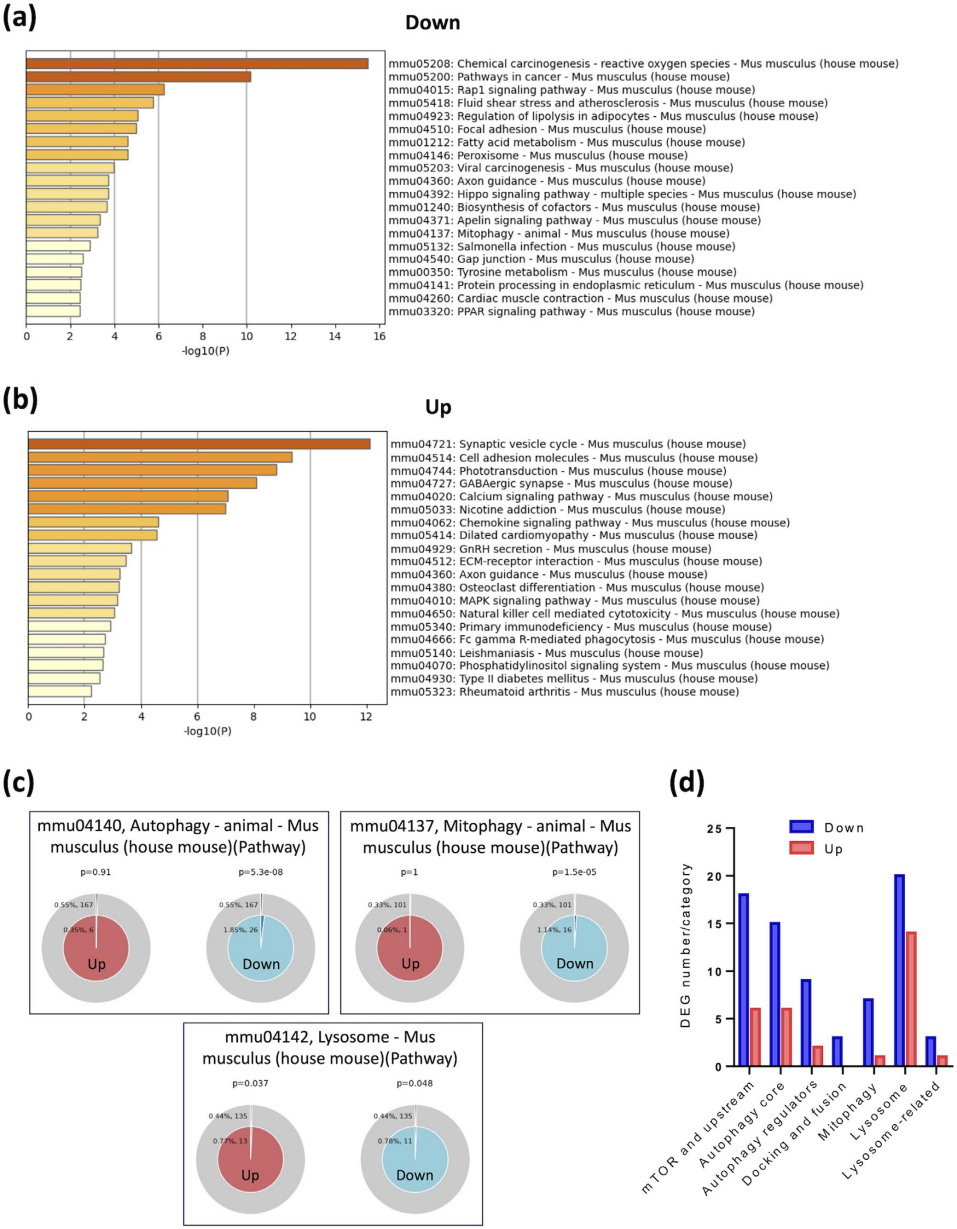
Predominant downregulation of autophagy‐lysosomal pathways in aged mouse RPE. (a, b) Top enriched KEGG pathways of downregulated (a) and upregulated (b) DEGs identified through RNA‐seq analysis of RPE cells isolated from 5‐ and 22‐month‐old male C57BL/6J mice (*n* = 6 per group). Pathway enrichment analysis was conducted using the Metascape platform with default setting: *p* cutoff = 0.01, minimum overlap = 3, and minimum enrichment = 1.5. (c) Membership analysis conducted through Metascape for upregulated (left) and downregulated (right) genes enriched in specific KEGG pathway terms, including Autophagy (mmu04140), Mitophagy (mmu04137), and lysosome (mmu04142). The outer circle represents the percentage and number of total genes associated with the pathway, while the inner circle shows the percentage and number of input genes mapping to the pathway. The *p*‐value above the pie chart indicates the statistical significance of the gene set membership to the pathway term. (d) Number of downregulated (blue) and upregulated (red) genes in each category based on a broader autophagy‐lysosome gene list (Bordi et al. 2021).

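Mitophagy genes were lower as a list in 22-month mouse RPE. Of 70 mitophagy genes, 3 were lower and 1 higher (1 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of -0.082 (camera adjusted p = 0.00228; adjusted p = 0.539 with an estimated correlation; median -0.12 without 5-month mouse 1). Mitf, a transcription factor of pigment cells that is on this list, fell from 290.0 ± 17.3 CPM (SD, n = 3 mice) at 5 months to 156 ± 15.3 CPM (SD, n = 3) at 22 months, a log2 fold change of -0.90 (standard error 0.10, adjusted p = 0.0218 from the same test). Bcl2l1, an inhibitor of apoptosis, had a log2 fold change of -0.43 (standard error 0.086, adjusted p = 0.0444 from the same test). Bnip3, a mitophagy receptor, rose with a log2 fold change of 0.37 (standard error 0.072, adjusted p = 0.0425 from the same test). EdgeR with each eye as a sample called 10 genes of the list lower and 0 higher, and 2 and 0 with the rod score as a covariate. Bnip3 was thus called in neither of these fits. In the same libraries rod genes had a median of 1.52 and RPE identity genes of -0.59. The list's median was -0.097 (camera adjusted p = 5.77e-04) with each eye as a sample and the rod score as a covariate. The list did not pass without 5-month mouse 3 (camera adjusted p = 0.0554) or without 22-month mouse 3 (adjusted p = 0.0563). Mitophagy genes called (lower/higher) numbered 1/1, 1/0 and 6/4 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 6/4 without 22-month mouse 1, 2 or 3.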

Between mouse RPE and human RPE/choroid, the mitophagy pathway was one of the consistently downregulated pathways with age in both species. 

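Genes of the dilated cardiomyopathy pathway changed in both directions in 22-month mouse RPE, with more called higher than lower. Of 80 genes, 2 were lower and 13 higher (8 and 19 when adjusted over the list alone) by edgeR's quasi-likelihood test, and 14 were lower and 23 higher at an unadjusted p under 0.05. The list had a median log2 fold change of 0.074 (camera adjusted p = 0.123). Tgfb3, a transforming growth factor, had a log2 fold change of 0.88 (standard error 0.10, adjusted p = 0.0226 from the same test). Cacna1f, a calcium channel of photoreceptor synapses, had a log2 fold change of 1.29 (standard error 0.17, adjusted p = 0.0254 from the same test) and was at 0.034 with the rod score as a covariate. Itga9, an integrin, fell with a log2 fold change of -0.60 (standard error 0.088, adjusted p = 0.0280 from the same test). The list passed without 5-month mouse 1 (camera adjusted p = 0.0276) and without 22-month mouse 1 (adjusted p = 0.0459). Genes of the list that were called (lower/higher) numbered 0/6, 0/0 and 8/20 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 8/20 without 22-month mouse 1, 2 or 3.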

Other overlapping downregulated pathways include chemical carcinogenesis—ROS, Rap1 signaling, fatty acid metabolism, apelin signaling, and salmonella infection (Figures 1a and 3a), while overlapping upregulated pathways include dilated cardiomyopathy (Figures 1b and 3b). However, certain pathways showed opposite trends between species. For example, MAPK signaling was downregulated in aged human RPE/choroid (Figure 1a) but upregulated in aged mouse RPE (Figure 3b). Additionally, the axon guidance pathway showed downregulation in aged human samples (Figure 1a), whereas it exhibited bidirectional regulation in mice (Figure 3a,b).

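MAPK signaling genes changed in both directions in 22-month mouse RPE. Of 243 genes, 5 were lower and 17 higher (14 and 29 when adjusted over the list alone) by edgeR's quasi-likelihood test, next to 321 lower and 769 higher among all tested genes. At an unadjusted p under 0.05 from that test 40 were lower and 48 higher, and edgeR with each eye as a sample called 32 and 35. The list had a median log2 fold change of -0.032 (camera adjusted p = 0.730), with a mean of 0.032 that differs from the median in sign. Mapk8ip2, a scaffold protein of JNK signaling, rose with a log2 fold change of 1.37 (standard error 0.093, adjusted p = 0.0162 from the same test). Kitl, the ligand of the receptor Kit, fell with a log2 fold change of -0.61 (standard error 0.077, adjusted p = 0.0245 from the same test), and the growth factor gene Fgf1 with a log2 fold change of -0.71 (standard error 0.12, adjusted p = 0.0332 from the same test). With each eye as a sample and the rod score as a covariate, 0 were lower and 2 higher. MAPK signaling genes called (lower/higher) numbered 3/9, 0/2 and 23/36 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 23/36 without 22-month mouse 1, 2 or 3.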

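Axon guidance genes changed in both directions in 22-month mouse RPE. Of 171 genes, 8 were lower and 9 higher (19 and 20 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of 0.0024 (camera adjusted p = 0.915). Nrp2, a semaphorin receptor, fell with a log2 fold change of -0.48 (standard error 0.073, adjusted p = 0.0292 from the same test), and Pard6b, a cell polarity gene, with a log2 fold change of -0.54 (standard error 0.086, adjusted p = 0.0312 from the same test). Dscam, a cell adhesion molecule of neurons, rose with a log2 fold change of 1.32 (standard error 0.15, adjusted p = 0.0226 from the same test), and Slit1, a guidance ligand, with a log2 fold change of 2.09 (standard error 0.27, adjusted p = 0.0250 from the same test). With each eye as a sample and the rod score as a covariate, 0 axon guidance genes were lower and 2 higher. Those called (lower/higher) numbered 0/5, 0/0 and 26/26 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 26/26 without 22-month mouse 1, 2 or 3.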

Comparable to the human RPE/choroid data (Figure 1c), the membership analysis of mouse RPE showed a significant downregulation in autophagy (*p* = 5.3e−8) and mitophagy (*p* = 1.5e−5) pathways (Figure 3c). 

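Genes of autophagy signaling and machinery were lower as a list at 22 months, and single members changed both ways. Of 134 genes, 5 were lower and 4 higher (0 and 1 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of -0.097 (camera adjusted p = 0.00605; adjusted p = 0.539 with an estimated correlation). Irs2, an adaptor of insulin signaling, fell from 133 ± 26.4 CPM (SD, n = 3 mice) at 5 months to 81.8 ± 21.6 CPM (SD, n = 3) at 22 months, a log2 fold change of -0.72 (standard error 0.13, adjusted p = 0.0379 from the same test). Pik3r1, a regulatory subunit of PI3 kinase, had a log2 fold change of -0.42 (standard error 0.081, adjusted p = 0.0425 from the same test). Prkcd, a protein kinase C, rose with a log2 fold change of 0.54 (standard error 0.062, adjusted p = 0.0226 from the same test), and Dapk1, a death-associated kinase, with a log2 fold change of 0.42 (standard error 0.078, adjusted p = 0.0396 from the same test). Map1lc3b, which encodes the autophagosome marker LC3B, was at 134 ± 40.5 CPM (SD, n = 3 mice) at 5 months and 126 ± 27.7 CPM (SD, n = 3) at 22 months, with a log2 fold change of -0.071 (standard error 0.079, adjusted p = 0.57 from the same test). Sqstm1, an autophagy receptor, had a log2 fold change of -0.034 (standard error 0.079, adjusted p = 0.793 from the same test). In the same libraries rod genes had a median of 1.52 and RPE identity genes of -0.59. For each eye as a sample, the rod score as a covariate gave the list a median of -0.073 (camera adjusted p = 0.00524). The list did not pass without 5-month mouse 3 (camera adjusted p = 0.0870) or without 22-month mouse 3 (adjusted p = 0.0900). Autophagy genes called (lower/higher) numbered 1/1, 0/0 and 18/7 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 18/7 without 22-month mouse 1, 2 or 3.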

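The few lysosome genes called by edgeR on mouse sums of 22-month RPE were higher, while other settings called genes in both directions. Of 112 genes, 0 were lower and 5 higher (0 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 from that test 12 were lower and 15 higher, DESeq2 on mouse sums called 4 lower and 13 higher, and edgeR with each eye as a sample 7 and 14. The list had a median log2 fold change of -0.046 (camera adjusted p = 0.751), with a mean of 0.044 that differs from the median in sign. With each mouse left out in turn, its median ran from -0.070 without 22-month mouse 2 to -0.0071 without 22-month mouse 1. Ctss, a cysteine protease of macrophage lysosomes, rose from 479 ± 275 CPM (SD, n = 3 mice) at 5 months to 964 ± 186 CPM (SD, n = 3) at 22 months, a log2 fold change of 1.13 (standard error 0.19, adjusted p = 0.0332 from the same test). Tcirg1, a proton pump subunit, had a log2 fold change of 0.43 (standard error 0.088, adjusted p = 0.0457 from the same test). Ap3b2, an adaptor subunit of neurons, rose with a log2 fold change of 1.72 (standard error 0.26, adjusted p = 0.0294 from the same test), and Napsa, an aspartic protease, with a log2 fold change of 1.13 (standard error 0.22, adjusted p = 0.0434 from the same test). Lamp1, a lysosomal membrane protein, had a log2 fold change of 0.063 (standard error 0.099, adjusted p = 0.691 from the same test). Macrophage and microglia genes had a median of 0.59 in the same libraries. With each eye as a sample and the rod score as a covariate the lysosome list's median was 0.052 (camera adjusted p = 4.17e-04). Lysosome genes called (lower/higher) numbered 0/1, 0/0 and 4/18 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 4/18 without 22-month mouse 1, 2 or 3.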

The lysosome pathway in mice exhibited mixed regulation (upregulation: *p* = 0.037; downregulation: *p* = 0.048).

The connection between dysregulated genes and autophagy pathways was next cross‐referenced with the broader autophagy‐lysosome gene list (Bordi et al. 2021). Similarly to human data (Figure 1d), DEGs associated with autophagy‐lysosome were overwhelmingly downregulated across all categories (Figure 3d), while the majority of bidirectionally regulated DEGs were involved in mTOR signaling, autophagy core, and lysosome pathways (Figure 3d and Data S4). This cross‐species similarity underscores the significant dysregulation of these key autophagy‐related pathways, which are linked to RPE aging.

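A small part of the broader autophagy-lysosome list changed at 22 months, in both directions. Of 550 tested genes, 12 were lower and 10 higher (2 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test, and 528 did not pass. Among all 14219 tested genes 321 were lower and 769 higher. The list's share of lower genes was thus near that of all genes, and its share of higher genes was below it. All tested genes of the list had a median log2 fold change of -0.062 (camera adjusted p = 0.0237; adjusted p = 0.595 with an estimated correlation). Ramp2, a receptor activity-modifying protein, fell with a log2 fold change of -1.17 (standard error 0.12, adjusted p = 0.0195 from the same test), and Mcoln3, a cation channel of endosomes and lysosomes, with a log2 fold change of -0.67 (standard error 0.11, adjusted p = 0.0332 from the same test). Prkab1, a subunit of AMP kinase, rose with a log2 fold change of 0.51 (standard error 0.079, adjusted p = 0.0305 from the same test), and Nox4, an NADPH oxidase, with a log2 fold change of 1.41 (standard error 0.26, adjusted p = 0.0395 from the same test). Lower and higher genes numbered 5 and 4 in autophagy core, 2 and 2 in mTOR and upstream, 4 and 4 in lysosome, 3 and 0 in autophagy regulators, 2 and 1 in mitophagy, 1 and 0 in docking and fusion and 0 and 0 in lysosome-related. The autophagy regulators stood at a mean log2 CPM of 5.64 and 5.56 in the eyes of 5-month mouse 2 and between 5.17 and 5.33 in the other 10 libraries. Immediate early genes, 6 of which are on the whole list, were at 6.78 and 6.85 in that mouse. The mitophagy category had a median log2 fold change of -0.075 (camera adjusted p = 0.0105; adjusted p = 0.539 with an estimated correlation), and the medians of the 7 categories lay between -0.11 and -0.053. The lysosome-related category passed only with the mouse number as a block in place of the batch (camera adjusted p = 0.0358, against 0.0560 with the batch term). In the same libraries rod genes had a median of 1.52 and RPE identity genes of -0.59. The whole list did not pass with each eye as a sample and the rod score as a covariate, at a median of -0.019 (camera adjusted p = 0.786), nor without the 3 libraries of most extreme rod score, at -0.037 (camera adjusted p = 0.169), an alternative chosen after seeing the data. The whole list did not pass without 5-month mouse 2 (camera adjusted p = 0.0686), without 5-month mouse 3 (adjusted p = 0.107) or without 22-month mouse 3 (adjusted p = 0.109). With the mouse number as a block 5 were lower and 3 higher, and with each eye as a sample 52 and 30. Genes called (lower/higher) with 1 mouse left out numbered 4/0, 2/0 and 43/47 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 42/47 without 22-month mouse 1, 2 or 3. The paper takes the similarity of such changes between species to underline a marked dysregulation of these pathways, which it describes as linked to RPE aging.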

### 2.3 Transcriptomic Changes in Aging Human RPE/Choroid and Mouse RPE Exhibit Considerable Overlap, Particularly in Downregulated Pathways

Using Metascape (Zhou et al. 2019), we conducted a multiple gene list analysis to compare the correlation and diversity of transcriptomic signatures of aging between humans and mice. As shown in Figure S2a,b, 108 genes were downregulated in both human RPE/choroid (out of 789 total downregulated genes) and mouse RPE (out of 1438) with age. 

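Genes that are lower with age in human RPE/choroid were lower as a list in 22-month mouse RPE. Of 735 such genes tested in the mouse, 27 were lower and 6 higher (1 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test. The share of lower genes among all tested genes would give 16.6. As a list the genes had a median log2 fold change of -0.083 (camera adjusted p = 1.43e-04; adjusted p = 0.539 with an estimated correlation). Rab38, a gene of melanosome trafficking, fell with a log2 fold change of -0.82 (standard error 0.062, adjusted p = 0.0162 from the same test), and Insig2, a regulator of cholesterol synthesis, with a log2 fold change of -0.44 (standard error 0.060, adjusted p = 0.0267 from the same test). Of the 108 genes the paper lists as lower in both species, 106 were tested, 106 had a log2 fold change below 0 and 27 were called. That list was chosen on these libraries, so its direction is not independent evidence. For each eye as a sample, the rod score as a covariate gave the 735 genes lower with age in human tissue a median of -0.056 (camera adjusted p = 0.00185). With the mouse number as a block 12 genes were lower in both species. Those lower in both numbered 2, 1 and 72 without 5-month mouse 1, 2 or 3 and 0, 0 and 72 without 22-month mouse 1, 2 or 3.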

Meanwhile, 65 genes were upregulated in both humans (out of 725) and mice (out of 1760). 

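Genes that are higher with age in human RPE/choroid did not pass as a list in 22-month mouse RPE. Of 552 such genes tested in the mouse, 6 were lower and 25 higher (0 and 4 when adjusted over the list alone) by edgeR's quasi-likelihood test. The share of higher genes among all tested genes would give 29.9. As a list these genes had a median log2 fold change of 0.020 (camera adjusted p = 0.281). Srpx2, a secreted protein, rose with a log2 fold change of 1.81 (standard error 0.16, adjusted p = 0.0195 from the same test), and Mfge8, a bridging molecule of phagocytosis, with a log2 fold change of 1.51 (standard error 0.14, adjusted p = 0.0195 from the same test). Paqr6 fell with a log2 fold change of -0.64 (standard error 0.10, adjusted p = 0.0305 from the same test). Of the 65 genes the paper lists as higher in both species, a list also chosen on these libraries, 65 had a log2 fold change above 0 and 25 were called. With the mouse number as a block 11 genes were higher in both species. Those higher in both numbered 7, 2 and 53 without 5-month mouse 1, 2 or 3 and 0, 0 and 53 without 22-month mouse 1, 2 or 3.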

A complete list of overlapping genes is provided in Data S5.

KEGG pathway enrichment analysis revealed that the overlapping downregulated genes between the two species were significantly associated with pathways including fatty acid metabolism and degradation, mitophagy and autophagy, endocytosis, axon guidance, hippo signaling, cellular responses to Salmonella, and various cancer‐related pathways (Figure S2c). In contrast, fewer overlapping pathways were identified in the upregulated genes, which were primarily related to cytoskeleton, protein digestion, and dilated cardiomyopathy (Figure S2d).

Membership analysis unveiled that several key transcriptomic pathways associated with aging were shared between humans and mice (Figure S3). Pathways linked to RPE melanogenesis (Figure S3a,b), cellular stress response (Figure S3c,d), and mitochondrial respiratory function (Aerobic respiration and respiratory electron transport pathway, Figure S3e,f) were similarly downregulated in both species, whereas bidirectional regulations were observed in immune system pathways (Figure S3g,h). 

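Pigment genes were lower as a list at 22 months. Of 41 genes of pigment synthesis and the melanosome, 12 were lower and 0 higher (20 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test, and the list had a median log2 fold change of -0.42 (camera adjusted p = 4.27e-09; adjusted p = 0.539 with an estimated correlation). Pmel, the structural protein of melanosomes, fell from 1731 ± 293 CPM (SD, n = 3 mice) at 5 months to 878 ± 210.0 CPM (SD, n = 3) at 22 months, a log2 fold change of -0.99 (standard error 0.10, adjusted p = 0.0195 from the same test). Slc45a2, a melanosome transporter, had a log2 fold change of -1.06 (standard error 0.081, adjusted p = 0.0162 from the same test). The wider melanogenesis signaling list gave 9 lower and 4 higher genes of 80 (11 and 7 when adjusted over the list alone), with a median log2 fold change of -0.11 (camera adjusted p = 0.0506). It passed without 22-month mouse 1 (camera adjusted p = 0.0335) and without 22-month mouse 2 (adjusted p = 0.0457). Ednrb, an endothelin receptor, fell with a log2 fold change of -0.98 (standard error 0.11, adjusted p = 0.0218 from the same test), and Fzd5, a Wnt receptor, rose with a log2 fold change of 0.82 (standard error 0.13, adjusted p = 0.0307 from the same test). Melanocyte and Schwann cell markers gave 5 lower and 1 higher genes of 15 (9 and 3 when adjusted over the list alone), with a median log2 fold change of -0.64 (camera adjusted p = 0.00605; adjusted p = 0.539 with an estimated correlation). Genes of the TCA cycle and respiratory electron transport gave 8 lower and 0 higher genes of 133 (6 and 0 when adjusted over the list alone), with a median log2 fold change of -0.21 (camera adjusted p = 8.07e-12; adjusted p = 0.539 with an estimated correlation). Ndufb2 of complex I and Cox7c of complex IV fell, with log2 fold changes of -0.56 and -0.36 (adjusted p = 0.0366 and 0.0358 from the same test). Rod genes had a median of 1.52 in these libraries. With each eye as a sample and the rod score as a covariate, 5 pigment genes and 1 respiration gene were lower. In that fit the medians were -0.29 (camera adjusted p = 3.79e-06) for pigment and -0.21 (camera adjusted p = 8.36e-13) for respiration genes, and edgeR with each eye as a sample but no rod score called 24 and 34 lower, at medians of -0.42 and -0.20. Pigment genes called (lower/higher) numbered 7/0, 3/0 and 20/1 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 20/1 without 22-month mouse 1, 2 or 3, and in the same order melanogenesis genes 2/3, 1/0, 13/10, 0/0, 0/0 and 13/10, melanocyte and Schwann cell genes 3/0, 2/0, 6/2, 0/0, 0/0 and 6/2 and respiration genes 0/0, 0/0, 28/2, 0/0, 0/0 and 28/2.

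Cellular responses to stress were lower as a list. They gave 5 lower and 1 higher genes of 212 (1 and 0 when adjusted over the list alone) by edgeR's quasi-likelihood test, with a median log2 fold change of -0.050 (camera adjusted p = 0.0376; adjusted p = 0.581 with an estimated correlation). Cdk2, a kinase of the cell cycle, fell with a log2 fold change of -0.83 (standard error 0.086, adjusted p = 0.0195 from the same test), and Gstp1, a glutathione transferase, with a log2 fold change of -0.55 (standard error 0.079, adjusted p = 0.0280 from the same test). Sod3, the extracellular superoxide dismutase, rose with a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.0419 from the same test). The stress list did not pass without 5-month mouse 3 (camera adjusted p = 0.307) or without 22-month mouse 3 (adjusted p = 0.310). Immune system genes gave 15 lower and 40 higher genes of 698 (15 and 42 when adjusted over the list alone), with a median log2 fold change of 0.0036 (camera adjusted p = 0.474). Among all 14219 tested genes 321 were lower and 769 higher, and the immune list was near these shares in both directions. The stress list was near the share of lower genes and below that of higher ones. H2-M2, a class I-like antigen-presenting molecule, rose with a log2 fold change of 3.14 (standard error 0.22, adjusted p = 0.0162 from the same test), and Cdh1, E-cadherin, fell with a log2 fold change of -0.74 (standard error 0.075, adjusted p = 0.0195 from the same test). Stress genes called (lower/higher) numbered 6/2, 1/0 and 9/9 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 9/9 without 22-month mouse 1, 2 or 3, and in the same order immune system genes 3/8, 1/1, 45/114, 0/0, 0/0 and 45/112.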

The findings that age‐associated regulatory patterns of critical pathways are common to human and mouse samples reinforce the value of mouse models for studying aging‐related changes in the RPE.

### 2.4 Autophagy and Lysosome Pathways Show Stage‐Specific Transcriptomic Changes in Human RPE/Choroid During AMD Progression

We have identified a predominant downregulation of genes involved in autophagy‐related pathways in aged human RPE/choroid, which contrasts with the upregulated autophagy pathways observed in AMD samples of mixed severity stages (Orozco et al. 2023; Ramírez‐Pardo et al. 2023). Recognizing AMD as a chronic and progressive disease that likely exhibits stage‐specific molecular signatures, we next conducted membership analyses for autophagy (has04140) and lysosome (has04142) pathways to investigate stage‐specific alterations in autophagic processes associated with early AMD and throughout the progression of the disease. These analyses utilized the same transcriptomic dataset as above (Orozco et al. 2023), which is uniquely suited to our study for stage‐specific analysis due to the relatively robust sample size, providing sufficient representation of each AMD severity stage. Comparisons were made for each stage of dAMD, including early (eAMD, *n* = 16), intermediate (iAMD, *n* = 8), as well as geographic atrophy (GA, *n* = 10), and neovascular AMD (nAMD, *n* = 18), against normal controls (*n* = 36). Additionally, a linear analysis was conducted to assess transcriptomic changes associated with dAMD progression from eAMD to GA. The stage‐specific and progression‐correlated DEGs are listed in Data S1. The AMD donor information, including disease stage, sample size, gender, age, post‐mortem time, is also provided in Data S1. The sample metadata can be accessed through the Zenodo repository via the original publication (Orozco et al. 2023).

Compared to normal controls, the autophagy pathway showed no significant changes in eAMD (Figure S4a). However, it was notably upregulated in iAMD (*p* = 9.1e−5), suggesting an adaptive cellular response to mitigate increasing stress. In advanced stages, mixed regulation was observed, with evidence of both upregulation (GA: *p* = 0.0018; nAMD: *p* = 7.2e−5) and downregulation (GA: *p* = 0.0051; nAMD: *p* = 0.011), indicating a significant perturbation of autophagic activity (Figure S4a). This is not surprising, as these late AMD stages are characterized by extensive cell death in the RPE and excessive cellular stress imposed within the remaining, compromised cells. Similarly, a linear analysis of dAMD progression from eAMD to GA revealed concurrent upregulation (*p* = 1.9e−6) and downregulation (*p* = 0.0031) of the autophagy pathway (Figure S4b).

Consistent with the autophagy pathway, the mitophagy pathway showed no changes in eAMD compared to normal controls (Figure S4c). However, it was upregulated in iAMD (*p* = 0.0097) and GA (*p* = 0.0066), while exhibiting bidirectional dysregulation in nAMD (Upregulation: *p* = 0.0026; Downregulation: *p* = 0.0061). Linear analysis of dAMD progression revealed a significant upregulation of the mitophagy pathway (*p* = 7.3e−5, Figure S4d).

Stage‐specific analysis of the lysosome pathway unveiled mixed regulation in eAMD (upregulation: *p* = 0.0019; downregulation: *p* = 0.03) and nAMD (upregulation: *p* = 0.0024; downregulation: *p* = 0.027). In contrast, iAMD and GA exhibited predominant upregulation of the lysosomal pathway (*p* = 5.5e−18 and *p* = 0.00019, respectively) (Figure S4e). The lysosome pathway showed predominant upregulation during the progression of dAMD (*p* = 3.1e−8, Figure S4f).

To corroborate these changes in autophagy and lysosome pathways, we analyzed the immune system pathway (R‐HAS‐168256), which demonstrated consistent and significant dysregulation across all stages of dAMD and nAMD, with a predominant trend toward upregulation (Figure S4g,h). Similarly, the MAPK signaling pathway (has04010) exhibited an overall upregulation across stages of AMD (Figure S4i,j).

These findings highlight dynamic, stage‐specific transcriptomic alterations that occur during the onset and progression of AMD, emphasizing the complexity of molecular changes underlying disease development.

### 2.5 Trehalose Stimulates Autophagy Flux and Mitigates Hydrogen Peroxide‐Induced Oxidative Stress and Mitochondrial Dysfunction in Mouse RPE Cells

The analysis thus far has demonstrated AMD stage‐dependent variations in transcriptomic pathways related to autophagy and mitophagy, with a trend toward upregulation in the intermediate and late stages. Given the context of cellular damage and cell loss in AMD at these stages (Collin et al. 2023), these changes likely represent compensatory responses by remaining cells to increased cellular stress and waste accumulation. In contrast, autophagy and mitophagy pathways exhibited minimal changes in early AMD compared to non‐AMD controls, though they were still influenced by age‐related downregulation. These findings suggest a potential window for preventive intervention to mitigate severe degeneration in later stages. This rationale led us to investigate whether enhancing autophagy activity through trehalose pre‐treatment could prevent oxidative stress‐induced RPE and outer retinal degeneration in murine models.

To start, we examined the effects of autophagy enhancement via trehalose in vitro, based on reported effective doses of trehalose (1 to 100 mM) in various cell types, including human primary or iPSC‐derived RPE cells (Fisher et al. 2022). The toxicity of the treatment in primary murine RPE cells was assessed through a lactate dehydrogenase (LDH) assay and mito stress test. Our results demonstrated that trehalose concentrations up to 12.5 mM did not compromise cell membrane integrity or mitochondrial oxygen consumption rate (OCR) in the tested cells (Figure S5a–c), and trehalose at 12.5 mM was therefore adopted for modulating autophagy in primary RPE cells.

To assess autophagy flux, we used tandem‐tagged dual fluorophore probes, GFP (green) and RFP (red), to track the maturation of autophagosomes and the formation of autolysosomes following the fusion to lysosomes. In untreated cells (Figure 4a, top), the RFP‐GFP‐ microtubule‐associated protein 1 light chain 3 beta (LC3B) tandem tracker unveiled autophagosomes as colocalized RFP and GFP (GFP + RFP+; yellow). An increased number of GFP + RFP‐ (green) vacuoles indicates either enhanced autophagosome formation due to upstream autophagy activation or autophagosome accumulation resulting from impaired lysosomal fusion, depending on the state of downstream autophagy flux. As autophagosomes fuse with lysosomes, the acid‐sensitive GFP diminishes, distinguishing autolysosomes (GFP‐RFP+; red). Further validation was achieved by colocalizing RFP with Lysotracker (magenta). In cells with inhibited autophagy, such as those treated with chloroquine (CQ) (Figure 4a, middle), which blocks autophagosome‐lysosome fusion and slows lysosomal acidification, autophagy flux was obstructed, resulting in autophagosome accumulation and a much more prominent GFP signal than RFP.

**FIGURE 4:**
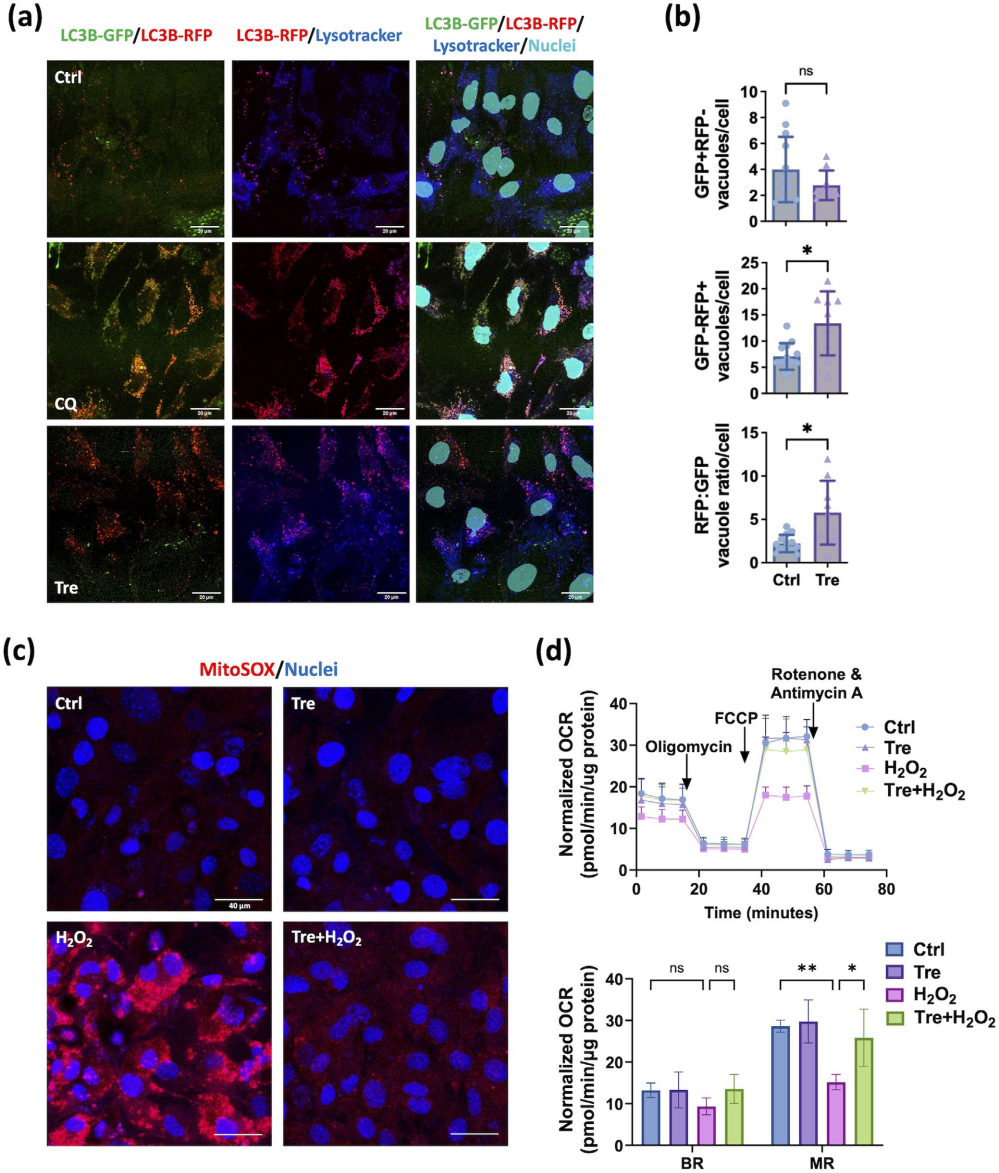
Trehalose effects in inducing autophagy flux and protecting mitochondrial activity against oxidative stress in primary murine RPE cells. (a) Confocal images of untreated RPE cells (top), and RPE cells treated with chloroquine (CQ, 50 μM, middle) or trehalose (12.5 mM, bottom) showing LC3B tandem tracker‐stained autophagosome (LC3B‐GFP, Green) and autolysosome (LC3B‐RFP, Red), Lysotracker‐stained lysosome (Blue) and Hoescht‐stained nuclei (Cyan). (b) Quantification of autophagosomes (GFP + RFP‐ vacuoles), autolysosomes (GFP‐RFP+ vacuoles), and autophagy flux (RFP:GFP ratio, bottom) in trehalose‐treated RPE cells (*n* = 9), compared to control cells (*n* = 14). (c) Confocal images of MitoSox staining (red) in untreated RPE cells (top left), and RPE cells treated with trehalose (12.5 mM, top right), H_2_O_2_ (60 μM, bottom left), or a combination of both (bottom right). Hoescht staining in blue. (d) Oxygen consumption rate (OCR) profile (top) and basal respiration (BR) and maximal respiration (MR) parameters (bottom) of RPE cells treated with trehalose, H_2_O_2_, or their combination, compared to untreated cells (*n* = 3). Comparison by Mann Whitney test for GFP + RFP‐ (nonnormal data), Welch's tests for GFP‐RFP+ and RFP:GFP (normal data with unequal variances) (b), or two‐way ANOVA with Bonferroni tests for OCR parameter analysis (d). *p < 0.05; **p < 0.01; ns, nonsignificant.

In contrast, treatment with trehalose in RPE cells led to an increase in the RFP signal colocalized with Lysotracker, indicating augmented autophagy flux (Figure 4a, bottom). As shown in Figure 4b, no difference was observed in the number of GFP + RFP‐ vacuoles, indicating efficient autophagosome‐lysosome fusion. Trehalose significantly increased the number of autolysosome (GFP‐RFP+) vacuoles, as well as the RFP:GFP ratio (Figure 4b), confirming a substantial enhancement of autophagy flux.

Using an in vitro model of acute oxidative stress induced by hydrogen peroxide (H_2_O_2_), we found that enhancing autophagy flux in RPE cells with trehalose effectively attenuated H_2_O_2_‐induced cytoplasmic production of mitochondrial superoxide (MitoSOX, Figure 4c). Moreover, the OCR of the stressed cells, with or without the presence of trehalose, was measured before and after the addition of an ATP synthase inhibitor oligomycin and an electron transport chain uncoupler FCCP. While basal respiration (BR) of the mitochondria remained unchanged, H_2_O_2_ markedly reduced the maximal respiration (MR), which was significantly restored by trehalose (Figure 4d).

### 2.6 Topical Trehalose Enhances RPE Autophagic Activity in Mice

As trehalose enhanced autophagy flux and protected against mitochondrial oxidative stress in mouse primary RPE cells, we evaluated its effect in vivo via topical application. In our study, twice‐daily administration of trehalose eyedrops at 3% (87.7 mM) or 9% (263.1 mM) concentrations (10 μL in PBS) over 2 weeks showed no significant side effects on the ocular surface or retina in treated mice (Figure S6). To maximize trehalose accessibility to the posterior segment of the eye, the higher dose was selected for subsequent experiments.

Raman spectroscopy detected trehalose in posterior ocular tissues following seven topical doses in a blinded analysis. PBS was used as the solvent to mimic the natural tear film, maintain physiological osmolarity and pH, and increase biocompatibility. Trehalose‐specific spectral signatures were identified by comparing naïve tissues (negative controls) with tissues spiked with 1 mM trehalose (positive controls) (Figure S7a,b) as well as pure trehalose in water. Seven characteristic peaks in the fingerprint region, including 1002 cm^−1^ (phenylalanine), 1030 cm^−1^ (C‐H bending, ν(CC) skeletal), 1321 cm^−1^ (amide III (α‐helix)), 1322 cm^−1^ (CH_3_‐CH_2_ twisting), 1323 cm^−1^ (CH deformation), 1464 cm^−1^ (Fermi interaction δ(CH_2_) and γ(CH_2_)), and 1555 cm^−1^ (amide II), were present in positive controls and pure trehalose but absent in negative controls. For the analysis of experimental samples (Figure S7c,d), heatmaps were generated based on the four most dominant peaks: 1321, 1322, 1323 and 1555 cm^−1^. As shown in Figure S7e, all four trehalose‐treated RPE/choroidal samples tested positive for these peaks, while PBS samples showed at least one negative peak. Notably, two PBS‐treated RPE/choroid samples (#5 and 6) exhibited partial positivity (#5: 3 peaks; #6: 1 peak), suggesting a degree of spectral overlap between PBS and trehalose (Baker et al. 2014). In the retina (Figure S7d), three of four trehalose‐treated samples showed positivity in all four peaks, whereas one (#11) had no detectable trehalose, suggesting limited penetration. These findings indicate that topical trehalose in PBS successfully reaches posterior ocular tissues, with potentially greater penetration efficiency in the RPE/choroid than in the retina. This aligns with evidence that hydrophilic drugs like trehalose primarily diffuse laterally through conjunctival and scleral routes toward the RPE (Hughes et al. 2005).

Autophagy flux after 2 weeks of treatment was determined by immunofluorescence co‐staining of retinal sections with the autophagosome marker LC3B and the lysosome marker lysosomal‐associated membrane protein 1 (LAMP1). Compared to the PBS‐treated control, increased LC3B immunopositivity (red) was detected in the inner segment (IS) and RPE layers of the trehalose‐treated eyes, along with a pronounced increase in LAMP1 signal (blue) in the RPE (Figure 5a). Colocalization of LC3B and LAMP1 signals (purple) in the RPE further confirmed enhanced autolysosome formation. Additionally, sequestosome‐1 (SQSTM1)/p62 (from hereon p62), an intracellular waste cargo protein and marker of autophagic degradation that decreases with increased autophagy activity, was reduced in trehalose‐treated eyes compared to PBS controls (Figure 5b). Quantitative analysis of mean fluorescence intensity (MFI) demonstrated significant increases in LC3B and LAMP1 (Figure 5c) and a decrease in p62 immunopositivity (Figure 5c) in the RPE of trehalose‐treated eyes compared to PBS‐treated controls.

**FIGURE 5:**
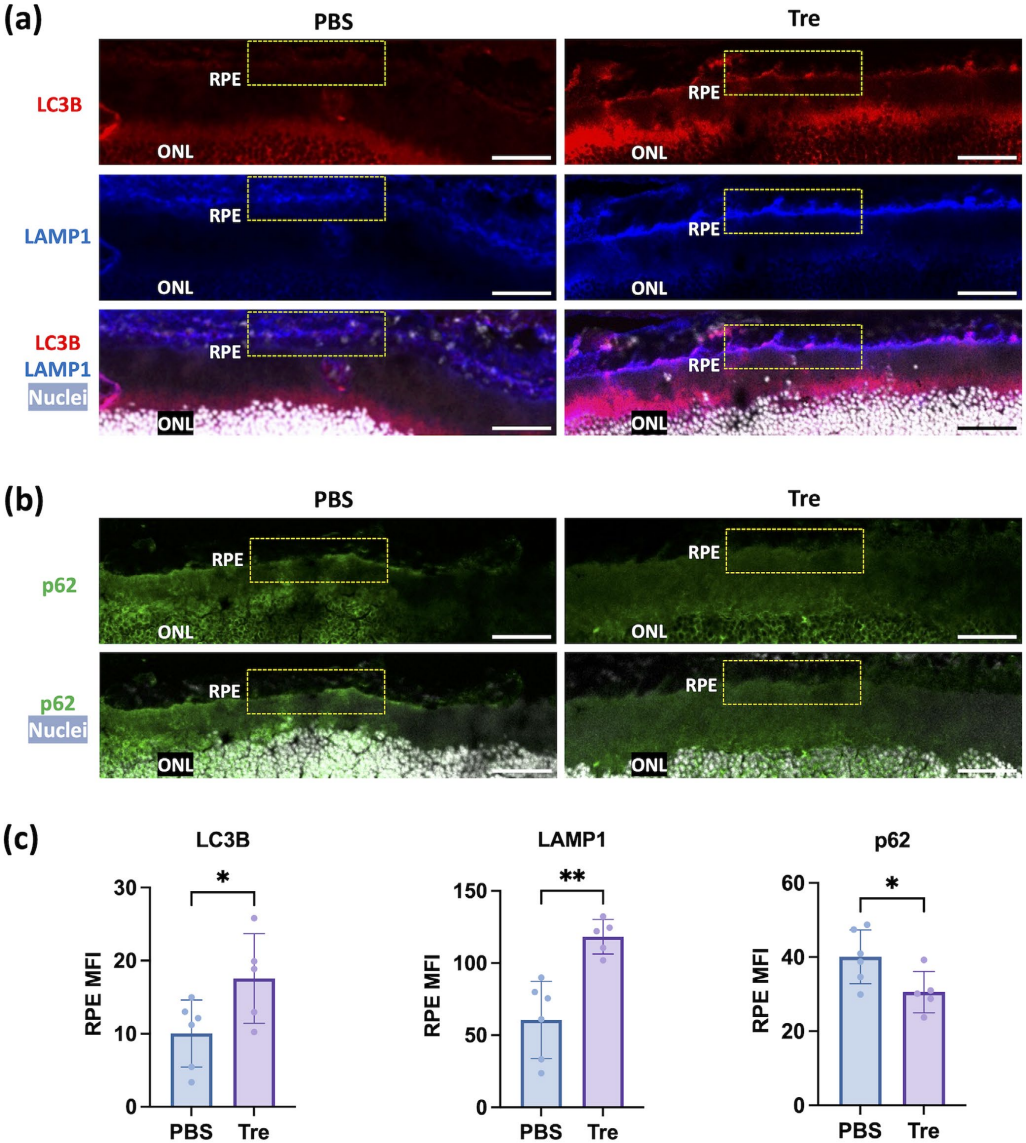
Modulation of markers of autophagy activity in murine RPE with topical trehalose application. (a) Representative confocal images of LC3B (red) and LAMP1 (blue) staining in retinal sections. Merge channel shows nuclei in gray, and colocalization between LC3B and LAMP1 in magenta at the RPE layer. Boxed areas indicate part of the RPE region of interest. (b) Representative confocal images of p62 (green) staining in retinal sections. Merge channel shows nuclei in gray. Scale bar = 50 μm. (c) Quantification for the mean fluorescence intensity (MFI) of LC3B, LAMP1 and p62 signals in 3 different fields at the RPE region from each section (PBS: *N* = 6; Tre: *N* = 5). Comparison by Student's t‐tests for LC3B, LAMP1 and p62 (all normal data with equal variances) (c). *p < 0.05; **p < 0.01.

### 2.7 Topical Trehalose Suppresses RPE and Photoreceptor Loss in a Light‐Induced Retinal Degeneration Model

Having confirmed that topical trehalose enhances autophagic activity in murine RPE, we proceeded to evaluate its protective potential in a subacute stress model of light‐induced retinal degeneration (LIRD). Experimental models of light‐induced retinal damage are characterized by oxidative stress, inflammation, and autophagic alterations in the outer retina and RPE (Chen et al. 2013; Ding et al. 2017; Liu et al. 2024). These models have been widely used as a suitable pre‐clinical approach to interrogate pathways operative in dry AMD and assess potential therapeutic interventions (Carozza et al. 2024). Consistent with previous reports, we confirmed autophagic alterations in the LIRD mice (Figure S8), evidenced by significantly increased immunostaining for LC3B and p62 in RPE 1 week after intense light exposure, indicating impaired cellular clearance. However, LAMP1 remained unchanged, suggesting selective dysregulation of autophagy activities.

Seven mice were pre‐treated with topical trehalose (9% in 10 μL PBS), while an equal number was treated with PBS alone, administered twice daily for 7 days before light exposure. The left eye of each mouse underwent fluorescein (FL)‐assisted light injury in a blinded manner, with the right eye serving as the control. Seven days post‐light induction, PBS‐treated eyes exhibited extensive retinal damage (Figure 6a) and over 60% thinning of the outer nuclear layer (ONL, *p* < 0.0001, Figure 6b). In contrast, trehalose pre‐treatment significantly alleviated the damage, reducing ONL loss by 53% (*p* < 0.001, Figure 6b). Importantly, although trehalose treatment elevated basal autophagy flux in mouse eyes (Figure 5), no discernible differences were observed in fundus or optical coherence tomography (OCT) examination or ONL thickness in unchallenged eyes (Figure 6).

**FIGURE 6:**
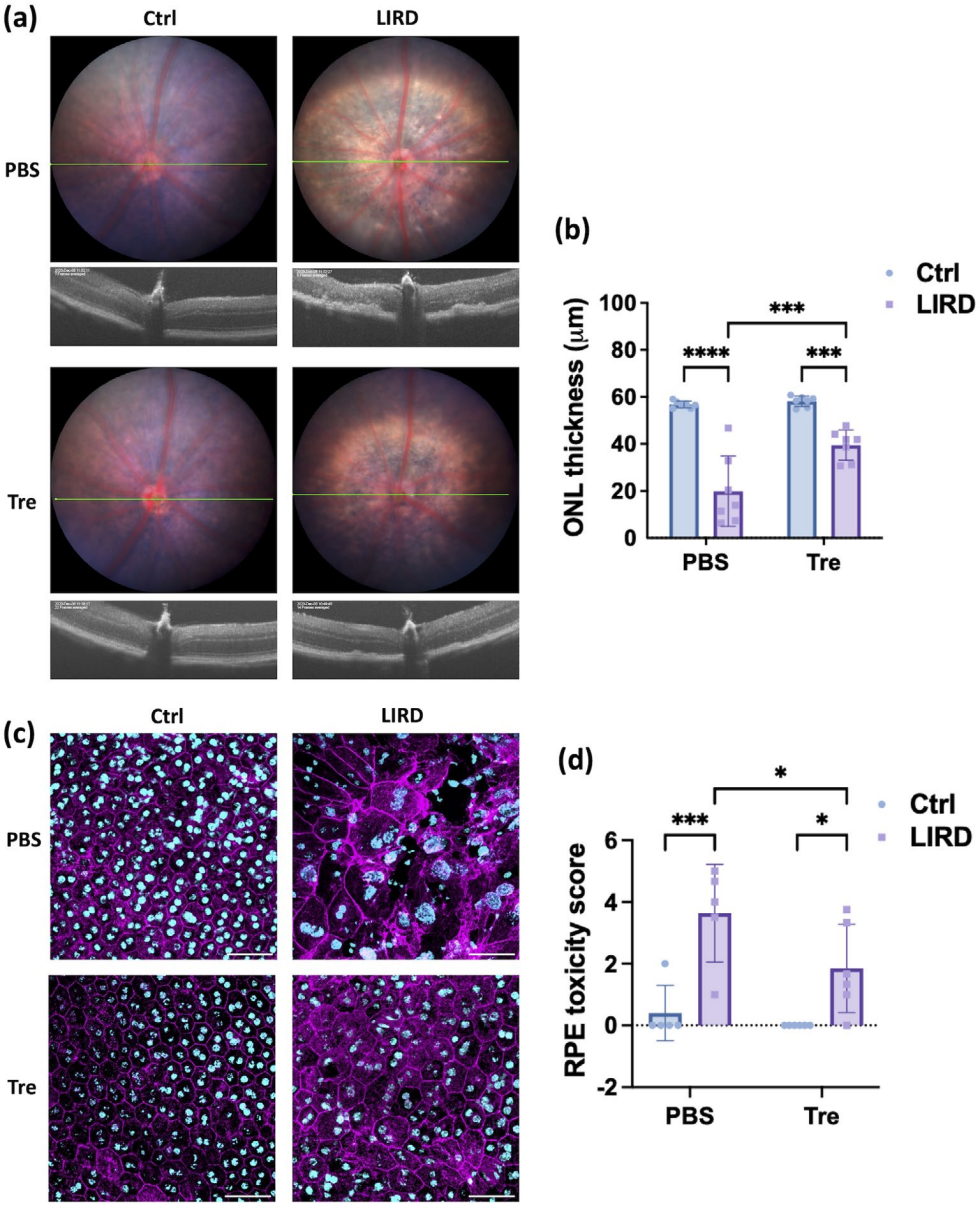
Protective effects of topical trehalose pre‐treatment in a murine model of light‐induced outer retinal degeneration. (a) Representative fundus (top) and OCT (bottom) images comparing PBS‐treated (top row) and trehalose‐treated (bottom row) eyes, captured 7 days post‐light challenge. The green line demarks the scan line for corresponding OCT images. One‐time light exposure (right column) was applied to the left eyes after 7 days of pre‐treatment with either PBS or trehalose, followed by continued application for an additional 7 days before tissue harvest. Right eyes without light challenge served as undamaged controls (left column). (b) Quantification of averaged outer nuclear layer (ONL) thickness across the four groups (*n* = 7) was performed in a blinded manner. (c) Representative confocal images of RPE flatmounts displaying F‐Actin junction staining (magenta) and nuclei (cyan). Scale bar = 50 μm. (d) Scoring of RPE toxicity using an established protocol in a blinded manner (*n* = 5). Comparisons by two‐way ANOVA with Holm‐Šídák tests (b, d). *p < 0.05; ***p < 0.001; ****p < 0.0001.

To assess RPE morphology and integrity, RPE flatmounts of five randomly selected mice per group in the same experimental setup were stained with Phalloidin to visualize F‐actin junctions (Xiong et al. 2019). Images were captured from four representative areas 0.4 mm away from the optic nerve head (ONH) on each flatmount. As shown in Figure 6c, light‐induced injury caused evident damage to the RPE, illustrated by enlarged cells, disrupted hexagonal morphology, and disarray of the F‐actin structure. Topical trehalose pre‐treatment preserved RPE morphology and F‐actin organization (Figure 6c). Using a scoring protocol for RPE toxicity (Xiong et al. 2019), PBS‐treated LIRD eyes showed a significant increase in toxicity grade, which was attenuated by trehalose pre‐treatment (Figure 6d).

## 3 Discussion

Here, we demonstrate a significant decline in autophagy pathways associated with RPE aging in both humans and mice, accompanied by further disruption and severe dysregulation across AMD severity stages. Furthermore, we present evidence showing the protective effects of topical trehalose in mitigating oxidative damage and light‐induced degeneration in mouse RPE. This study provides important insights into the interconnected roles of aging and autophagy disruption in RPE dysfunction, supporting the potential of trehalose to enhance autophagy and restore age‐related decline, thus potentially attenuating AMD progression.

Aging is a major risk factor for RPE dysfunction, driven by the tissue's high metabolic demands throughout the lifespan (Wang et al. 2020). Although a direct comparison of age‐associated transcriptomic changes between human RPE/choroid and mouse RPE is not fully analogous, our analyses reveal significant overlaps in downregulated pathways crucial for RPE function. These include autophagy/mitophagy, melanogenesis, stress response, mitochondrial respiration, and fatty acid metabolism (Figures 1, 3, S2, and S3). Our findings corroborate previous studies reporting age‐related reductions in melanin granules, autophagic activity, and metabolic capacity in response to oxidative stress and lipid metabolism in the RPE (Intartaglia et al. 2022; Sarna et al. 2003). Specifically, we identify a predominant downregulation of autophagy pathways with age, supporting an age‐associated decline in cellular clearance mechanisms (Crabb 2014; Wang et al. 2009). This decline leads to the accumulation of damaged organelles and macromolecule aggregates, which impair RPE function and reduce resilience to cellular stress.

In contrast, the upregulated pathways showed fewer overlaps between human and mouse samples, likely reflecting, at least in part, differences in species‐specific compensatory mechanisms or stress response pathways activated during aging (Tyshkovskiy et al. 2023). For instance, the upregulation of the dilated cardiomyopathy pathway in both species supports a shared molecular link between aging RPE and cardiovascular conditions (Chang et al. 2021). Furthermore, significant interspecies differences were also evident, such as the opposing trends in the MAPK signaling pathway, which was downregulated in human samples but upregulated in mouse samples with age. The variations underline the need for caution when translating certain findings from mouse models to human biology for accurate modeling.

While AMD is closely linked to aging, our study uncovers previously unrecognized distinctions in autophagy‐lysosome transcriptomic changes in the RPE/choroid between aging and AMD. Although aging is predominately associated with a downregulation in autophagy and lysosome pathways, AMD exhibits stage‐specific regulation (Figure S4). In eAMD, there were nonsignificant changes in autophagy‐related transcripts and significant bidirectional regulation in lysosome‐related transcripts, suggesting a partial but insufficient compensatory response that may be undermined by age‐related decline. As eAMD progresses to iAMD, the disease is characterized by pronounced upregulation of both autophagy and lysosome pathways, which we predict as an enhanced compensatory response by surviving cells to increased cellular stress and waste accumulation. However, in advanced AMD stages (GA and nAMD), the dysregulation of autophagy and lysosome pathways became more pronounced and bidirectional in general likely due to a loss of control mechanisms and excessive decline in late‐stage degenerative cells, further exacerbating tissue damage. The data highlights the critical importance of considering timing and dosing for treatments targeting autophagy in relation to AMD progression to maximize benefits and minimize potential side effects (Ambati and Fowler 2012; Liu et al. 2023). This notion is supported by evidence from Alzheimer's disease (AD) models, where early autophagy induction conferred therapeutic benefits, whereas late treatment was less effective in offering protection in the experimental setting (Majumder et al. 2011).

The relevance of this study is the demonstration of autophagy dysregulation as a critical factor in both aging and AMD progression, potentially contributing to the chronic processes underlying disease onset and exacerbation. Trehalose, known for its safety, efficient tissue penetration, and compatibility with non‐invasive delivery, is a promising candidate for managing chronic disorders (Menzies et al. 2017). Long‐term oral trehalose (2% in drinking water for 8 months) has shown significant efficacy in reducing retinal degeneration and maintaining visual function in mice with lysosomal hydrolase deficiencies (Lotfi et al. 2018). However, translating oral trehalose benefits to humans is challenging due to enzymatic breakdown by trehalase in the gastrointestinal tract, reducing drug bioavailability and efficacy (Chen and Gibney 2023).

While topical delivery to the eye's posterior segment also poses challenges due to anatomical barriers, preclinical studies suggest that retinal delivery of small molecules is achievable (Rodrigues et al. 2018). Drug penetration to posterior tissues occurs via two major routes: the corneal and conjunctival/scleral routes. However, much of the applied drug is eliminated into the systemic circulation (Rodrigues et al. 2018), with less than 3% reaching the aqueous humor and even smaller amounts accessing the posterior segment. For hydrophilic drugs including trehalose, lateral diffusion through conjunctival and sclera, followed by penetration through Bruch's membrane and RPE, is a plausible pathway for posterior delivery (Hughes et al. 2005). These insights highlight the need to optimize topical therapies for retinal diseases.

Several limitations of this study exist. First, caution is needed when making interspecies comparisons. RPE cells from young (5 months) and aged (22 months) mice were analyzed, equivalent to human ages of 20–30 and 70–80 years, respectively, but human samples (aged 50–94 years) lacked young individuals, potentially leaving certain aspects of the comparison inaccurate. Second, mouse tissues consisted of pure RPE cells, while human data included RPE/choroid, introducing a confounding factor as choroidal endothelium is also susceptible to autophagy‐related oxidative damage. This difference may contribute to interspecies transcriptomic variations. Third, only male mice were used in this study to minimize potential sex‐dependent variations in aging‐related transcriptomic changes. However, this limits the study's applicability, given the reported sex‐based differences in AMD prevalence and the potential influence of sex hormones on disease pathology. Fourth, while trehalose's therapeutic effects were demonstrated in mice, the extent to which enhanced autophagy protected against oxidative insults remains unclear. Constrained by the scope of the study, the impact of trehalose on other critical retinal pathology mechanisms, such as dysregulated inflammation and oxidized lipid deposition, was not investigated. Understanding the complex network of protective effects is critical for elucidating the full therapeutic potential of trehalose in mitigating cellular stress and degenerative processes in early AMD.

## 4 Conclusions

This study reveals that the age‐associated transcriptomic downregulation of autophagy pathways may predispose the RPE to a loss of homeostasis and function. The relevance lies in the link of such dysregulation to AMD progression, potentially contributing to disease onset and development. Trehalose demonstrates significant potential to enhance autophagy flux and confer protection against subacute stress in a light‐induced retinal degeneration model. Our findings support the therapeutic potential of targeting autophagy to protect against RPE damage and attenuate AMD progression. Future studies on trehalose's protective effects in AMD should prioritize (1) the use of aging and chronic models and inclusion of both male and female animals to better align with human disease pathology; (2) larger animal models to validate translational potential; and (3) sustained‐release formulations or advanced drug delivery techniques to enhance drug retention, durability, and penetration to the RPE and outer retina.

## 5 Materials and Methods

### 5.1 Human Transcriptomic Data Mining

Human RNA‐seq datasets (Orozco et al. 2023) were used for RPE/choroidal analysis. The study included mixed‐gender subgroups of 36 normal controls (mean age 70.5 ± 13.6 years), 16 eAMD (80.1 ± 10.0), 8 iAMD (85.1 ± 6.4), 10 GA (86.8 ± 5.8), and 18 nAMD (80.7 ± 11.4). DEGs significantly correlated with age, or with dAMD progression from eAMD to GA identified via linear analysis, and stage‐specific DEGs for AMD compared to normal controls were extracted from the original study.

Pathway enrichment of DEGs was performed using Metascape (Zhou et al. 2019). The Membership Search feature was used with specific keywords to query KEGG or Rectome pathways to identify associations between DEGs and pathways of interest. Default parameters were used for enrichment analysis: *p* cutoff = 0.01, minimum overlap = 3, and minimum enrichment = 1.5.

### 5.2 Mice

C57BL/6J male mice were from Charles River Laboratories and housed in the Animal Services Unit at the University of Bristol, in accordance with the Home Office Regulations. Treatment of the animals conformed to UK legislation and the Association of Research in Vision and Ophthalmology statement. The experiments involving animals were conducted in accordance with the approved University of Bristol institutional guidelines and all experimental protocols under Home Office Project License PP9783504 were approved by the University of Bristol Ethical Review Group.

Mice for RNA‐seq analysis were randomly selected and euthanized at ages of 5 and 22 months via cervical dislocation. Primary RPE cell cultures were established from 8‐ to 10‐week‐old mice. For in vivo experiments assessing the effects of topical trehalose on the LIRD model, mice entered the study at 9 weeks of age and were culled after 2 weeks for tissue analysis. All tissue samples were collected 3–4 h after the onset of the light cycle (lights ON between 7:00 am and 7:00 pm) to minimize circadian influences.

### 5.3 Mouse RPE Isolation and RNA‐Seq Analysis

Murine RPE cells were isolated as described before (Liu et al. 2024; Scott et al. 2021) and in the Supporting Information.

RNA of RPE was extracted using RNeasy Mini kit (Qiagen) and processed in the Genomics Facility at University of Bristol for ScreenTape assessment to ensure RNA integrity (RIN) > 7. Library preparation was conducted using Illumina Stranded Total RNA Prep with Ribo Zero Plus (Illumina), followed by sequencing using the Illumina NextSeq 550 platform with 2 × 75 bp by paired‐end reads at a depth of 16 million reads.

Galaxy software was used to assess the quality of reads via FastQC, followed by read trimming via Trimmomatic. Reads were aligned using HISAT2 and quantified using FeatureCounts. Batch correction of the counts from two independent experiments was performed using R Studio v2023.06.1 with ComBat‐seq. Corrected counts were normalized by DESeq2, and lowly expressed genes (basemean < 20) were removed. Normalized data of the remaining 14,220 genes were processed using iDEP.96 for logarithmic transformation, quality control, and DEG identification (Ge et al. 2018). *p* values were adjusted using the Benjamini–Hochberg method. DEGs were selected based on a *p*adj < 0.05 and |log2FC| > 0.25.

Cell and tissue specificity analysis, along with pathway enrichment, was conducted using the Metascape platform with the PaGenBase and KEGG databases, respectively. Membership analyses were applied with specified KEGG or Rectome terms.

### 5.4 Primary Murine RPE Cell Culture and In Vitro Analyses

Isolated RPE cells were treated with trehalose, alone or in combination with hydrogen peroxide, followed by analysis of cytotoxicity, autophagy flux, mitochondrial respiratory activity, and oxidative stress (Supporting Information).

### 5.5 Topical Trehalose Administration and Measurement

Trehalose (Sigma‐Aldrich, T9449) powder was dissolved in sterile PBS to create final concentrations of 3% or 9% w/v (87.6 or 262.8 mM) for topical application. For safety assessment, 10 μL of the trehalose solution was applied to one eye, with an equal volume of PBS applied to the contralateral eye twice daily at 6‐h intervals for 7 or 14 days.

To detect trehalose in posterior ocular tissues, eyes received 7 doses of 9% trehalose or PBS over 4 days. One hour after the final dose, RPE/choroid and retina tissues were dissected, resuspended in 25 μL of molecular biology‐grade water, and heated at 100°C for 15 min, followed by centrifugation at 16,000× *g* for 10 min at 4°C. Supernatants were stored at −80°C until Raman spectroscopy analysis (Supporting Information).

In the LIRD model, 9% trehalose or PBS was applied to both eyes twice daily for 7 days prior to the light challenge. Trehalose treatment was paused on the day of the light challenge and resumed for an additional 7 days.

### 5.6 Light‐Induced Retinal Degeneration and Assessment of Therapeutic Effects

RPE and outer retinal degeneration in mice was induced by FL‐assisted light‐induced oxidative damage as described before (Liu et al. 2024). Preventive effects of topical trehalose on the light‐induced retinal damage were assessed by Micron IV‐guided fundoscopy and OCT. Immunohistochemistry and fluorescence staining were used to analyze autophagy marker expression and RPE morphology in retinal cryo‐sections and RPE/choroid wholemounts (Supporting Information).

### 5.7 Statistics

Statistical methods for RNA‐seq analysis were described elsewhere. All other statistical analyses were conducted using GraphPad Prism 9.0. For data analysis on experiments with one variable, normality of samples was determined by the Shapiro–Wilk test, and homoscedasticity across groups with normal data was measured via the *F*‐test. Comparison between two groups with a single variable was performed using an unpaired two‐tailed Student's t‐test for normal data with equal variances (Figures 5c and S8c), Welch's test for normal data with unequal variances (Figures 4b and S8c), or the Mann–Whitney test if at least one group has non‐normal data (Figure 4b). For experiments involving more than two groups and one variable, comparisons were measured using one‐way ANOVA followed by Bonferroni post hoc multiple comparisons if all groups are normal and equal (Figure S5a). In experiments involving two independent variables, we used two‐way ANOVA with Bonferroni tests for in vitro experiments (Figures 4d and S5c), while with Holm‐Sidak tests for in vivo experiments to enhance statistical power and minimize the need for additional animals (Figure 6b,d). Differences between groups were considered significant at *p* < 0.05. Results are presented as means ± standard deviation (SD).

## Author Contributions

K.C., N.R., M.T.P., K.O., J.W., and J.L. conducted the experiments and analyzed the data. G.S., Z.L., S.C., and J.L.B.P. analyzed the data. K.C., J.L., N.R., and M.T.P. drafted the manuscript and prepared the figures. J.L., A.D.D., L.B.N., K.C., P.G.O., and L.J.H. conceptualized the study and designed the experiments. J.L. and A.D.D. secured funding, provided supervision, and revised the manuscript. All authors reviewed, revised, and approved the final version of the manuscript.

## Ethics Statement

All animal protocols were approved by the University of Bristol Ethical Review Group.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Appendix S1.

Appendix S2.

Appendix S3.

Appendix S4.

Appendix S5.

Appendix S6.

Appendix S7.

Appendix S8.

## Data Availability

All data are available in the main text or the Supporting Information. The murine datasets used for this study can be found in the Gene Expression Omnibus (GEO) repository under the accession number GSE284125.

# Supplementary material for: Age‐Associated Decline in Autophagy Pathways in the Retinal Pigment Epithelium and Protective Effects of Topical Trehalose in Light‐Induced Outer Retinal Degeneration in Mice
**Source:** Aging Cell. 2025 Apr 28;24(7):e70081. doi: 10.1111/acel.70081
**Supplement:** Supplementary file 1 — Appendix S1.

**SUPPLEMENTARY METHODS**

**Mouse RPE isolation**

Mouse eyes were enucleated and cleaned using angled scissors to remove any remaining connective tissue. After removing the cornea and lens, eyecups were incubated at 37°C in hyaluronidase (Sigma-Aldrich) for 45 min, and in HBSS buffer with 10 mM HEPES for a further 30 min before retinas were removed via incision. Subsequently, eyecups were incubated at 37°C in trypsin/EDTA for 45 min before being transferred into HBSS with 20% heat-inactivated FCS. Gently shaking facilitated the detachment of RPE sheets, which were incubated in trypsin/EDTA for 1 min to form single-cell suspensions. The cells were either processed for RNA extraction or resuspended in cell culture medium for cultivation and subsequent treatments as specified.

**Primary murine RPE cell culture**

Isolated murine RPE cells were resuspended in alpha MEM supplemented with 1% N1 Medium Supplement (Sigma-Aldrich), 1% L-glutamine, 1% penicillin–streptomycin, 1% nonessential amino acid solution (Thermo Fisher Scientific), 20 μg/l hydrocortisone (Sigma-Aldrich), 250 mg/l taurine (Sigma-Aldrich), 0.013 μg/l triiodo-thyronin (Sigma-Aldrich), and 5% FCS. The cells were seeded to laminin (Sigma-Aldrich)-precoated 24-well cell culture plates, Seahorse XFp Cell Culture Plates (Agilent Technologies), or 16-well chambered cover glass (Thermo Fisher Scientific), at a density of 25,000/cm^2^. Serum was withdrawn after one week of incubation, and the cells were kept in serum-free condition for an additional week for specified treatments. Cell culture media were refreshed twice weekly.

**Cytotoxicity assay**

RPE cells were incubated with different concentrations of trehalose (6.25, 12.5, and 25 mM, Sigma-Aldrich, PHR1344) for 24 h. Cell culture supernatants were collected for assessment using a Lactate Dehydrogenase (LDH) cytotoxicity kit (Abcam).

**Seahorse metabolic assay**

Effects of trehalose and/or H_2_O_2_ on mitochondrial respiratory in RPE cells were assessed using Mito Stress tests on a Seahorse Cell Metabolic Analyzer (Agilent Technologies). Seahorse XFp cell culture miniplates, sensor cartridges, and all reagents were from Agilent Technologies. Cells were incubated in Seahorse XF DMEM containing 25 mM glucose, 1 mM pyruvate, and 2 mM glutamine in 37°C incubator without CO_2_ for 45 min. Oligomycin (1 μM), Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP, 0.5 μM) and antimycin A/rotenone (1 μM) were injected where indicated. OCR (pmol O_2_/min) was measured in real-time and normalized by total protein analyzed using a BCA assay. OCR parameters were calculated using the following formulae: nonmitochondrial respiration (NMR, minimum OCR after antimycin A/rotenone injection), basal respiration (BR, difference between OCR before oligomycin and NMR), maximal respiration (MR, difference between maximum OCR after FCCP injection and NMR), spare respiratory (SR, difference between MR and BR), ATP production (difference between OCR before oligomycin injection and minimum OCR after Oligomycin).

**Autophagy flux measurement**

The formation of autophagosome and autolysosome in RPE cells was monitored through LC3B localization using a Premo™ Autophagy Tandem sensor Kit (Thermo Fisher Scientific), which detects LC3B positive, neutral pH autophagosomes in green fluorescence (GFP) and LC3B positive, acidic pH autolysosome in red fluorescence (RFP). The reagent was added to RPE cells (40 particles/cell). After 24 h, cells were treated with trehalose (12.5 mM) for an additional 16 h. Subsequently, 50 nM of LysoTracker Deep Red (Thermo Fisher Scientific) was applied to the cells for 30 min for lysosome staining. After washing with PBS and counter-staining with Hoescht 33342 (Thermo Fisher Scientific), cells were imaged live on a Leica SP5II confocal laser scanning microscope. Z-stack images of cells were acquired using 1-µm step size and visualized using maximal intensity projections. LC3B-positive vacuoles were quantified using Fiji.

**Mitochondrial superoxide staining**

To detect mitochondrial superoxide in primary murine RPE cells treated with trehalose and/or H_2_O_2_, MitoSOX Red (Thermo Fisher Scientific) was added to the cells at a final concentration of 5 μM for 10 min. After washing with HBSS, cells were stained with Hoechst 33342 and observed using the confocal microscope.

**Raman spectroscopy**

Raman spectroscopy was carried out via inVia Qontor Raman confocal spectrometer with a Leica DMLM microscope and a 785 nm excitation laser. Calibration was conducted on a silicon wafer. For sample preparation, 2 μL of each supernatant was deposited on a glass-aluminium slide and air-dried for 30 min at room temperature. Spectral data were acquired at 55 mW laser power, × 20 objective lens and a 1200 L/mm grating. A typical Raman spectrum was collected in the fingerprint region (750–1750 cm⁻¹) with 3 accumulations with 3 seconds each. A total of 50 spectra per sample were collected through a 5 × 5 Raman mapping scan with 5-μm step intervals. Data acquisition, cosmic ray correction and baseline adjustment were processed using WiRE software (Renishaw). Standard normal variate (SNV) normalization was performed using a Python 3.7 script. Spectral barcoding was conducted by applying the Savitzky-Golay filter to compute second derivative transformations, using a window size of 21 and a polynomial order of 2.

Spectral barcodes and plots were generated for known controls and compared with unknown samples. Negative controls (RPE/choroidal or retinal lysates) exhibited two predominant peaks in the fingerprint region: 1662 cm⁻¹ (nucleic acid) and 1670 cm⁻¹ (amide I) (Figure S7a). Positive controls (lysates spiked with 1 mM trehalose in water) presented spectral features consistent with pure trehalose, including bands at 1002 cm⁻¹ (phenylalanine), 1030 cm⁻¹ (C-H bending, ν(CC) skeletal), 1321 cm⁻¹ (amide III (α-helix)), 1322 cm⁻¹ (CH₃-CH₂ twisting), 1323 cm⁻¹ (CH deformation), 1464 cm⁻¹ (Fermi interaction δ(CH₂) and γ(CH₂)), and 1555 cm⁻¹ (amide II).

**Light-induced retinal degeneration**

Mice were dark-adapted overnight and administered intraperitoneally with 100 µL of 2% FL (Huddersfield Pharmacy Specials) in sterile stilled water. 3 min after the injection, light was delivered at the centre of the left eye at an intensity of 18 kLux for a one-time exposure of 5 min, guided by the fundus camera of a Micron IV device (Phoenix Research Labs). The right eye was left as a control. The experimenter performing the light challenge was blinded to the treatment conditions. Following light challenge, mice were kept under normal lighting conditions.

**Fundoscopy and optical coherence tomography**

Pupils were dilated using topical eyedrops containing 1% tropicamide and 2.5% phenylephrine, and the mice were anaesthetized using 2% isoflurane inhalation. The Micron IV retinal imaging microscope (Phoenix Research Laboratories) was used to capture OCT scans and brightfield fundal images, with a gain of 3 dB and an FPS of 15. OCT scans were taken in 30-degree increments, centered at the optic disc. The ONL thickness was measured on each OCT image across a 400-µm span, beginning 100 µm from either side of the optic nerve head (ONH), resulting in a total of 16 measurements per eye to calculate an average. An independent investigator conducted the measurements in a blinded manner.

**Immunohistochemistry and fluorescence staining**

To examine the expression of autophagy and lysosome-related proteins in mouse retinal sections, eyes were enucleated and serial cryosections of 12-µm thickness were prepared using a cryostat. Sections were fixed with 4% paraformaldehyde (PFA) for 15 min and washed thrice before blocking with 5% bovine serum albumin (BSA), 5% normal donkey serum (NDS) and 0.2% Triton X-100 in PBS. Sections were stained overnight at 4^o^C with primary antibodies diluted in staining buffer (1% BSA in PBS), containing rabbit anti-LC3B (1:1000, Abcam, ab5152), rat anti-LAMP1 (1:50, Santa Cruz Biotechnology, sc-19992), or rabbit anti- p62 (1:1000, Sigma-Aldrich, P0067). After washing, samples were incubated with donkey anti-rabbit IgG-Alexa Fluor (AF)488 or anti-rat IgG-AF555 (1:400, Thermo Fisher Scientific) for 1 h. Slides were then counter-stained with Hoescht 33342. After mounting with anti-fade fluorescence mounting medium (Abcam), samples were imaged with a Leica SP5II confocal laser scanning microscope focused on the RPE region of interest. Mean fluorescence intensity (MFI) was quantified using Fiji.

To prepare RPE/choroid wholemounts for assessment of RPE morphology, enucleated eyes were dissected and RPE-choroid-sclera isolated. Tissues were fixed in 4% PFA for 1 h, washed in PBS, and blocked and permeabilized with 5% BSA, 5% NDS, and 0.3% Tween-20 for 2 h. Tissues were then incubated with Phalloidin-AF555 (1:20 in PBS, New England Biolabs) for 30 min to stain F-actin. After washing and staining with Hoescht 33342, samples were mounted and imaged using the confocal microscope.

# Supplementary material for: Age‐Associated Decline in Autophagy Pathways in the Retinal Pigment Epithelium and Protective Effects of Topical Trehalose in Light‐Induced Outer Retinal Degeneration in Mice
**Source:** Aging Cell. 2025 Apr 28;24(7):e70081. doi: 10.1111/acel.70081
**Supplement:** Supplementary file 7 — Appendix S7.

**Figure S1. Quality control of RNA-seq data from murine RPE using iDEP.96 platform.** RPE cells isolated from 5-month-old (cyan) or 22-month-old (red) male C57BL/6J mice (n = 6 per group) were subjected to RNA-seq analysis. (**a**) The box plot of normalized and transformed count showing data distribution. (**b**) The Principal Component Analysis (PCA) plot, based on expressed genes from samples, visualizing data variance. The first principal components (PC1) and the second principal component (PC2) are shown, with each data point signifying a distinct sample.

**Figure S2. Shared transcriptomic changes between aged human RPE/choroid and mouse RPE.** (**a** and **b**) Circos plots generated from multiple gene list analyses via Metascape illustrate the overlap of downregulated (**a**) and upregulated (**b**) genes between aged human (red) and mouse (blue) samples. The outer arcs represent the identity of each gene list, while the inner arcs depict the distribution of genes within each list. Dark orange indicates genes shared across multiple lists, while light orange represents genes unique to a specific list. Purple lines connect identical genes shared between lists. Numbers denote the total number of DEGs and the count of overlapping genes between human and mouse datasets. (**c** and **d**) Heatmaps of enriched KEGG pathways associated with downregulated (**c**) and upregulated (**d**) genes in human and mouse datasets.

**Figure S3. Comparative transcriptomic changes between aged human RPE/choroid and mouse RPE using Membership analysis.** DEGs from human (**a**, **c**, **e**, and **g**) and mouse (**b**, **d**, **f**, and **h**) samples were analyzed using Membership analysis via the Metascape platform. Enrichment of upregulated (left) and downregulated (right) genes associated with specific KEGG or Reactome pathway terms, including Melanogenesis (human: hsa04916, **a**; mouse: mmu04916, **b**), Cellular response to stress (human: R-HSA-2262752, **c**; mouse: R-MMU-2262752, **d**), Aerobic respiration and respiratory electron transport (human: R-HSA-1428517, **e**; mouse: R-MMU-1428517, **f**), and Immune System (human: R-HSA-168256, **g**; mouse: R-MMU-168256, **h**). The outer circle represents the percentage and number of total genes associated with the pathway, while the inner circle shows the percentage and number of input genes mapping to the pathway. The P value above the pie chart indicates the statistical significance of the gene set membership to the pathway term.

**Figure S4. Dynamic alterations in selected transcriptomic pathways across AMD stages.** (**a**, **c**, **e**, **g** and **i**) Metascape-based Membership analysis of a bulk RNA-seq dataset (Orozco et al. 2023. doi: 10.1016/j.xgen.2023.100302) on specific transcriptomic pathways across individual stages of dry AMD (dAMD) and neovascular AMD (nAMD). eAMD: early AMD; iAMD: intermediate AMD; GA: geographic atrophy. (**b**, **d**, **f**, **h** and **j**) Membership analysis of the same dataset on corresponding pathways during the progression of dAMD based on the linear analysis of dAMD stages. Enrichment of upregulated (left) and downregulated (right) genes associated with specific KEGG or Reactome pathway terms, including Autophagy (hsa04140, **a** and **b**), Mitophagy (hsa04137, **c** and **d**), Lysosome (hsa04142, **e** and **f**), Immune System (R-HAS-168256, **g** and **h**), and MAPK signaling pathway (hsa04010, **i** and **j**). The outer circle indicates the percentage and number of total genes associated with the pathway term, and the inner circle represents the percentage and number of input genes mapping to the term. The P-values above the pie charts denote the statistical significance of the association between the input gene set and the pathway term.

**Figure S5. Identification of safe dose of trehalose in primary murine RPE cells *in vitro*.** (**a**) LDH cytotoxicity analysis of primary RPE cells post 24-hour treatment with different concentrations of trehalose. The RPE cell lysate was used as a positive control (100% toxicity). (**b** and **c**) Mito stress analysis of primary RPE cells treated with the same conditions as (**a**). OCR profile (**b**) and parameters (**c**) of the cells were shown. BR: basal respiration; MR: maximal respiration; SR: spare respiration; ATP: ATP production. *P < 0.05; ns, nonsignificant. Comparison by one-way ANOVA (**a**, n = 2-4) or two-way ANOVA (**c**, n = 2-4), both with Bonferroni post-hoc tests.

**Figure S6. No significant side effects with topical trehalose application.** Representative fundal and OCT images of mice were captured at baseline (before treatment) and at 7 and 14 days following twice-daily administration (with a 6-hour interval) of 10 µl of either PBS (left) or trehalose solutions (3%: middle; 9%: right) dissolved in PBS. Images are representative of 4 eyes per group.

**Figure S7. Raman spectroscopy analysis of trehalose in mouse posterior tissues following seven topical doses. (a**,**b)** Spectral barcodes of naïve RPE/choroid (**a**) and retina (**b**) lysates (negative controls) alongside respective tissues spiked with 1 mM trehalose in water (positive controls). (**c**,**d**) Stacked Raman spectra (arbitrary intensity units) of RPE/choroid (**c**) and retina (**d**) samples treated with trehalose (#1-4, #9-12) and PBS (#5-8, #13-16). (**e**,**f**) Heatmap comparisons of trehalose- and PBS-treated tissues for RPE/choroid (**e**) and retina (**f**) based on four dominant trehalose-specific Raman peaks.

**Figure S8. Changes of autophagy markers in mouse RPE following intense light exposure.** Each mouse was subjected to light-induced retinal degeneration (LIRD) in one eye and left thereafter for 7 days, followed by assessment of autophagy marker expression on retinal cryosections. (**a**) Representative confocal images of LC3B (red) and LAMP1 (blue) staining. Merge channel shows nuclei in grey, and colocalization between LC3B and LAMP1 in magenta at the RPE layer. Boxed areas indicate part of the RPE region of interest. (**b**) Representative confocal images of p62 (green) staining. Merge channel shows nuclei in grey. Scale bar = 50 µm. (**c**) Quantification for the mean fluorescence intensity (MFI) of LC3B, LAMP1 and p62 signals in 3 different fields at the RPE region from each section (n = 5). Comparison by Welch’s test for LC3B (normal data with unequal variances), or Student's t-tests for LAMP1 and p62 (normal data with equal variances). *P < 0.05.

# Supplementary material for: Age‐Associated Decline in Autophagy Pathways in the Retinal Pigment Epithelium and Protective Effects of Topical Trehalose in Light‐Induced Outer Retinal Degeneration in Mice
**Source:** Aging Cell. 2025 Apr 28;24(7):e70081. doi: 10.1111/acel.70081
**Supplement:** Supplementary file 8 — Appendix S8.

Data S1: Human RNA-seq DEGs

Data S2: Human RNA-seq DEGs in autophagy-lysosome pathway categories

Data S3: Mouse RNA-seq raw counts, batch-corrected and normalized counts

Data S4: Mouse RNA-seq DEGs in autophagy-lysosome pathway categories

Data S5: Overlapped DEGs between aged human RPE/cho and mouse RPE

How the deposited data were processed for this re-analysis (not part of the article)

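RPE RNA of 6 male C57BL/6J mice, 3 aged 5 months and 3 aged 22 months, was sequenced as 12 libraries, one per eye, in 2 batches. In each age, 2 mice belonged to batch 1 and 1 to batch 2. According to the paper and the submitters' processing notes, the authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to mm10 with HISAT2 and counted them per gene with featureCounts; versions and the strand setting are not given in the sources used here. The deposited files are a raw, a batch-corrected and a normalized table. The raw table holds whole-number counts per gene as the authors made them. The authors' ComBat-seq step turned these into batch-corrected values, treated here as estimated counts, and the deposited normalized table is that table divided by DESeq2 size factors, a signal per gene with no fixed total. Each table holds 27179 genes by Entrez gene ID; 25275 IDs matched a symbol in the RefSeq table of GRCm38.p6, 18 more in GENCODE, and 1886 kept their ID. Coordinates are those of GRCm38, the assembly mm10 is made from. Genes that overlap, have close paralogs or lie antisense to another gene share reads in ways that cannot be resolved from these counts.

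The replicate is the mouse, since both eyes of a mouse are not independent, so raw counts were summed over the eyes of each mouse, giving 20853656 to 26266140 counts per 5-month mouse and 21495160 to 23674172 per 22-month mouse. The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, a batch term and age, over the 14219 genes with a mean deposited normalized count of at least 20, the paper's filter. With 3 residual degrees of freedom, a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.25, the paper's thresholds. Standard errors were derived from the fold change and its F statistic. CPM values are on the TMM scale, and log2 CPM values used a prior count of 1.

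The gene lists, the thresholds, the main test, the alternatives other than 1 named as added and the rule for named genes were set before the data were examined. The lists are pathways, complexes and markers of the cell types a dissected RPE sample could hold, 3 Reactome terms, the Data S4 list with its 7 categories, and the human genes of Data S1. The pathway, complex and marker lists were written by hand. Those of autophagy, mitophagy, lysosome and melanogenesis were modeled on the KEGG pathways. None is the KEGG gene set itself, so their counts are not tests of the same genes as the paper's KEGG terms. The lists from the paper's tables were read from them before the choice. In all, 65 lists, each with at least 5 tested genes, were tested with camera of limma 3.58.1 on signed z values of the gene-wise test, with a preset correlation between genes of 0.01 and adjustment over all lists. With an estimated correlation the smallest adjusted p was 0.539, and with fry, which tests whether a list's genes move one way on balance without comparing them with other genes, 3 lists passed. A list of red blood cell genes had 2 tested members and was left out. The score of a list in a library is the mean log2 CPM of its tested genes.

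The genes named in the text follow that rule. They are the 10 largest falls and 10 largest rises among called genes with the mice of the ages apart, genes the paper names, among them Rpe65, Map1lc3b, Sqstm1 and Lamp1, and for each list up to 4 called members with the smallest adjusted p, at most 2 per direction where both exist, or the 2 members with the smallest p where none was called.

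The alternatives took each eye as a sample (edgeR; voom with mouse as a random effect, whose consensus correlation was 0.048; DESeq2 1.42.0 on the batch-corrected counts; limma-trend on log2 of the normalized values plus 4; the rod score as a covariate), used DESeq2 on mouse sums, DESeq2 size factors, other low-count filters, no batch term, the mouse number as a block, one eye only, each mouse left out in turn, or no fold threshold. The removal of the 3 libraries of most extreme rod score was chosen after seeing the data.

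Mouse numbers were checked for pairing by correlating, across genes, the deviations of same-numbered mice from their group means. The correlations were 0.77, 0.61 and 0.85. Differently numbered mice of batch 1 were also correlated, at 0.61 for 5-month mouse 1 with 22-month mouse 2 and 0.52 for 5-month mouse 2 with 22-month mouse 1. The correlations thus follow the batch that the labels give, and do not show that mice 1 and 2 are paired by number. With batch removed the same-numbered values were 0.071 and 0.066 for mice 1 and 2. For mouse 3, alone in its batch, the design fixes the value.

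The test was tried on simulated counts drawn for the 14219 genes from the observed means, dispersions and library sizes of the comparison of 22 with 5 months. Of 87 genes changed by a log2 fold of 1, 80.5% were called, and of 113 changed by 2, 97.3%; 8 unchanged genes were called. With genes drawn independently of each other and no list shifted, 0 of 65 lists passed. The genes of a list are correlated in these libraries, at an estimated 0.068 for autophagy signaling, 0.69 for RPE identity and 0.88 for rod genes. This simulation therefore cannot show how often lists pass by chance here. Splits of the real mice that are not by age passed 10 to 33 lists. The human, light-damage and trehalose experiments of the paper were not analysed here.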

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

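The tests of explanations on list scores, and the use of the rod covariate as a test of dilution, were chosen after the results were seen; the comparisons with other splits of the mice were set before they were run. The lists counted as not discussed by the paper (20 of them) were marked after the results were seen.

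The first pattern is the higher level of neuronal genes, as lists, at 22 months. Between the eyes of a mouse, the mean score of cone and bipolar genes followed the rod score (slope 0.74, standard error 0.058, 6 eye pairs), and this slope times the age difference of the rod score (1.56) predicts 1.16, against 1.16 observed (difference 0.0012, 95% interval -0.54 to 0.54). For amacrine, horizontal and ganglion genes 1.09 is predicted and 1.88 observed (difference 0.78, 95% interval -0.56 to 2.13), an interval that includes 0; with the rod score as a covariate their list was at a median of 0.62, against 1.79 in the same fit without it, and passed (camera adjusted p = 5.57e-04; over all alternatives at most 0.539, with an estimated correlation). Mueller glia and astrocyte genes are also of the neural retina; 0.99 is predicted and 0.37 observed (difference -0.61, 95% interval -1.71 to 0.48), and their list was at -0.31 with the covariate. Of abundant genes on the rod list, also looked up after the results were seen, Gnb1 was at 968 and 1994 CPM and Slc24a1 at 858 and 826 CPM at 5 and 22 months. Neural retina carried along in unequal amounts is a candidate explanation for cone and bipolar genes and stays open for the others, although the paper's protocol removed the retina before the RPE was detached. A change of the RPE with age also stays open and was not tested.

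The second pattern is the lower level of RPE, pigment and respiration genes. Dilution by neural retina, with 1 slope for all rod scores, predicts -0.16 for the pigment score, and -0.41 was observed (difference -0.25, 95% interval -0.43 to -0.068). This argues against dilution at that slope as the whole cause for pigment genes. The pigment score was 6.27 and 5.88 in the eyes of 22-month mouse 1, at rod scores of 7.11 and 8.73. In those of 5-month mouse 2 it was 6.53 and 6.67, at rod scores of 6.79 and 4.54. If the slope is steeper at high rod scores, dilution predicts a larger fall, so it is not excluded. For RPE identity genes the prediction is -0.23 and the observed difference -0.50 (difference -0.26, 95% interval -1.07 to 0.54); with each eye as a sample the list's median was -0.60, and -0.25 with the rod score added as a covariate. With 6 mice and an interval that includes 0, dilution and a change with age cannot be told apart for RPE identity genes. For respiration genes dilution predicts 0.027, of the other sign than the -0.21 observed (difference -0.23, 95% interval -0.52 to 0.056). In the fit of single eyes, the rod score as a covariate took the medians of cone and bipolar genes, none of them on the rod list, from 1.06 and 1.33 to -0.022 and 0.013. It left that of the respiration list at -0.21, against -0.20 without it (camera adjusted p = 8.36e-13; over all alternatives at most 0.539, with an estimated correlation). This argues against dilution at a constant slope as the whole cause of the lower respiration list, although the interval of the score over mice includes 0. A lower share of pigment cells other than RPE was not tested, and age stays open for all of these genes.

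The third pattern is the higher level of immune cell genes, as lists. More choroid would raise vascular markers as much as immune ones, but the endothelium and pericyte score differed by -0.13 between ages, below the rise of mast cell genes by 1.86 (95% interval 0.79 to 2.93) and of T, NK, B and plasma cell genes by 1.45 (95% interval 0.75 to 2.16), which argues against more choroid for these; for macrophage genes the gap of 0.68 (95% interval -0.044 to 1.40) leaves it open. More tissue of the eye surface, whose keratin genes rose too, leaves mast cell genes 1.53 (95% interval 0.38 to 2.68) and T, NK, B and plasma cell genes 0.96 (95% interval 0.054 to 1.86) above its prediction, whereas macrophage genes fall within it (difference 0.22, 95% interval -0.71 to 1.14), so surface tissue is a candidate source for macrophage genes, although the paper's protocol cleaned the eyes of connective tissue and removed the cornea before the RPE was detached. The 3 most abundant genes of the immune, surface and vascular lists, looked up after the results were seen, had these mean CPM at 5 and 22 months: Kit 52.2 and 33.8, Gata2 18.4 and 16.9, Tpsb2 2.90 and 30.9 for mast cells; Cd4 18.4 and 13.8, Il7r 8.15 and 23.9, Lck 1.01 and 3.91 for T and NK cells; Ebf1 25.7 and 23.6, Ighm 9.20 and 22.7, Cd22 9.93 and 17.6 for B and plasma cells; Lyz2 1595 and 3326, Ctss 479 and 964, Mpeg1 431 and 736 for macrophages; Dsp 150.2 and 121, Perp 116 and 96.2, Cdh1 87.3 and 52.5 for surface epithelium; Ptprb 389.6 and 352, Plvap 294 and 247, Vwf 252 and 252 for endothelium; Pdgfrb 204 and 284, Rgs5 199.6 and 257, Acta2 198 and 149.9 for pericytes and smooth muscle. Of these Tpsb2, Il7r, Ctss and Pdgfrb were called higher and Cdh1 lower; the log2 fold change of Pdgfrb was 0.48. The low-count filter takes the mean over all 12 libraries. It kept 7 of 24 T and NK, 5 of 14 B and plasma and 7 of 12 mast cell genes. A gene low at 5 months can pass it through 22-month values alone. The rises of these lists, and their gaps to the vascular and surface scores, may thus be in part built in. Immune cells entering the tissue with age stay open and were not tested.

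The 6 mice allow 10 splits into groups of 3, too few for a share under 0.05. The real split called 1090 genes and the highest other 12; for the autophagy-lysosome list the numbers were 22 and 4, and for gene lists past the threshold 41 and 33. In each case 1 split, the real one, reached its number. Other splits passed 10 to 33 lists. Of the splits that part all same-numbered mice, 4 with the real one, the other 3 called 0 genes each by edgeR and passed at most 20 lists.

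Outlying libraries were sought in 54 groups of 6 eyes, of which chance flags about 1 in 20. The right eye of 22-month mouse 1 had a score of autophagy genes of 5.97, below the 6.02 to 6.04 of the others, a gap of 0.73 of the range. The right eye of 5-month mouse 3 had a score of skeletal muscle genes of 4.14, below the 6.89 to 8.49 of the others, a gap of 0.63 of the range. The age effect differed between left and right eyes for 8 of 14219 genes by edgeR's test of the interaction (2710 at an unadjusted p under 0.05), and between batches for 0 genes (2374 at an unadjusted p under 0.05).

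Lists that the paper does not discuss were higher at 22 months by camera with a preset correlation: surface epithelium and keratinocyte genes (median log2 fold change 1.42, adjusted p = 0.00801; median 0.84 without 5-month mouse 3 and 0.84 without 22-month mouse 3), complement (0.55, adjusted p = 0.00801), antigen presentation (0.46, adjusted p = 4.51e-06; median 0.27 without 5-month mouse 3 and 0.27 without 22-month mouse 3), interferon response (0.31, adjusted p = 8.56e-05; median 0.19 without 5-month mouse 3 and 0.19 without 22-month mouse 3) and fibroblast and scleral stroma (0.18, adjusted p = 0.0323; median 0.12 without 5-month mouse 3 and 0.12 without 22-month mouse 3). With an estimated correlation their adjusted p ran from 0.539 to 0.615. The surface epithelium list did not pass without 5-month mouse 3 (camera adjusted p = 0.110) or without 22-month mouse 3 (adjusted p = 0.113). The interferon list did not pass without 5-month mouse 3 (camera adjusted p = 0.196) or without 22-month mouse 3 (adjusted p = 0.193). The fibroblast list did not pass without 5-month mouse 2 (camera adjusted p = 0.0605), without 5-month mouse 3 (adjusted p = 0.345), without 22-month mouse 2 (adjusted p = 0.0589) or without 22-month mouse 3 (adjusted p = 0.345). With the mouse number as a block the fibroblast list had an adjusted p of 0.0757 and no longer passed.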

How the results depend on the processing

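The alternative without the 3 libraries of most extreme rod score was chosen after seeing the data, and the others were planned. Counts of calls depended on the setting. In the order genes lower, genes higher, autophagy-lysosome genes lower and higher, and genes lower and higher in both species, the test on mouse sums gave 321, 769, 12, 10, 27, 25. In that order each eye as a sample gave 1263, 1695, 52, 30, 95, 66, DESeq2 on mouse sums gave 863, 1502, 38, 25, 55, 44, DESeq2 on batch-corrected eyes gave 1374, 1949, 61, 37, 95, 72. Limma-trend on eyes gave 1450, 1771, 66, 26, 102, 62, mouse as random effect gave 1183, 1572, 53, 27, 94, 59, no batch term gave 0, 2, 0, 0, 0, 0, the replicate block gave 183, 644, 5, 3, 12, 11. The rod score as covariate gave 70, 149, 3, 7, 2, 5, left eyes only gave 67, 111, 1, 1, 0, 5, right eyes only gave 3, 9, 0, 0, 0, 0, the 3 libraries of most extreme rod score left out gave 226, 439, 11, 9, 14, 17. Leaving out each mouse in turn gave 0 to 1266, 1 to 1729, 0 to 43, 0 to 47, 0 to 72, 0 to 53 in that order. DESeq2 size factors, other low-count filters and no fold threshold kept every one of these counts within 1.5 times. Left eyes and right eyes alone hold 6 of the 12 libraries each. For the other changes the cause was not tested.

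Medians follow for each list whose direction changed and, among the lists set as main results, each whose call changed, with the cause not tested. With the rod score as covariate, the rod list itself is near 0 by construction, since its genes make the score. The same holds in part for phototransduction, with 18 of 33 tested genes on the rod list. The rod score as covariate gave lysosome 0.052, melanogenesis signaling -0.069, rod photoreceptor -0.0053, cone photoreceptor -0.022, Mueller glia and astrocyte -0.31, pericyte and smooth muscle 0.10, phototransduction -0.052, GABAergic synapse -0.024, calcium signaling -0.0082, axon guidance -0.011, senescence and p53 targets 0.023, glycolysis -0.044, immune system (Reactome) 0.019, Lysosome (Data S4) 0.033. Left eyes only gave lysosome 0.057, melanogenesis signaling -0.12, Mueller glia and astrocyte -0.30, axon guidance -0.042, Lysosome (Data S4) 0.019, Lysosome-Related (Data S4) 0.013. Right eyes only gave lysosome -0.12, lens crystallin 1.16, skeletal muscle 0.98, Fc gamma receptor phagocytosis -0.0046, cytosolic ribosomal proteins -0.0067, cellular responses to stress (Reactome) -0.052. The 3 libraries of most extreme rod score left out gave lysosome 0.040, melanogenesis signaling -0.072, Mueller glia and astrocyte -0.19, pericyte and smooth muscle 0.015, axon guidance -0.017, senescence and p53 targets 0.0085. Each eye as a sample gave melanogenesis signaling -0.10. DESeq2 on mouse sums gave melanogenesis signaling -0.11. DESeq2 on batch-corrected eyes gave melanogenesis signaling -0.084, axon guidance -0.0070. Limma-trend on eyes gave melanogenesis signaling -0.096, axon guidance -0.022, cytosolic ribosomal proteins -0.0080, immune system (Reactome) -0.011. Mouse as random effect gave melanogenesis signaling -0.10, lens crystallin 0.43, skeletal muscle 0.21. No low-count filter gave melanogenesis signaling -0.093, axon guidance -0.025, Fc gamma receptor phagocytosis -0.0070, cytosolic ribosomal proteins -0.014, human genes higher with age, in mouse RPE -0.0037. FilterByExpr gave melanogenesis signaling -0.085, axon guidance -0.016, cytosolic ribosomal proteins -0.0055, immune system (Reactome) -0.0028. No batch term gave melanogenesis signaling -0.10, immune system (Reactome) -0.0054. With camera at an estimated correlation and with fry, the lists autophagy signaling and machinery (-0.097), mitophagy (-0.082), RPE identity and visual cycle (-0.59), rod photoreceptor (1.52), cellular responses to stress (Reactome) (-0.050), TCA cycle and respiratory electron transport (Reactome) (-0.21), human genes lower with age, in mouse RPE (-0.083) no longer passed; fry passed melanogenesis signaling (-0.11). With the rod score as covariate the call also ended for peroxisome (-0.081), bipolar cell (0.013), endothelium (-0.0029), synaptic vesicle cycle (0.019), ER chaperones and unfolded protein response (-0.029), antioxidant and NRF2 targets (-0.038), cholesterol synthesis (-0.072), tight and adherens junction (-0.11), autophagy-lysosome genes (Data S4) (-0.019) and began for ECM and basement membrane (0.18), cytosolic ribosomal proteins (0.058). Over all lists, calls that ended and began numbered 1 and 2 with each eye as a sample, 0 and 3 with DESeq2 on mouse sums, 1 and 9 with DESeq2 on batch-corrected eyes, 2 and 8 with limma-trend on eyes, 3 and 5 with mouse as random effect, 0 and 0 with DESeq2 size factors instead of TMM, 1 and 9 with no low-count filter, 1 and 8 with filterByExpr, 2 and 2 with no batch term, 2 and 2 with the replicate block, 13 and 7 with the rod score as covariate, 8 and 6 with left eyes only, 5 and 7 with right eyes only, 4 and 3 with the 3 libraries of most extreme rod score left out, and 0 to 9 and 1 to 8 with each mouse left out. Without each mouse in turn, medians ranged from -0.12 to -0.067 for autophagy signaling and machinery, from -0.12 to -0.078 for mitophagy, from -0.10 to -0.067 for melanogenesis signaling, from -0.14 to 0.15 for Mueller glia and astrocyte, from -1.71 to 0.78 for lens crystallin, from -0.022 to 0.014 for axon guidance, from -0.0057 to 0.073 for ECM and basement membrane, from -0.0029 to 0.074 for Fc gamma receptor phagocytosis, from -0.14 to 0.078 for senescence and p53 targets, from -0.070 to -0.038 for cellular responses to stress (Reactome), from -0.018 to 0.035 for immune system (Reactome), and log2 fold changes of single genes from -0.0099 to 0.16 for Lamp1, from -0.082 to 0.015 for Sqstm1. Log2 fold changes of single genes with the other sign were, with the rod score as covariate, Aqp4 -0.26, Cabp4 -0.033, Car2 -0.023, Cdh2 -0.024, Grm6 -0.41, Pex5l -0.17, Sqstm1 0.095, with left eyes only, Bnip3 -0.00045 and Sqstm1 0.076, with right eyes only, Lamp1 -0.048, Mobp 0.60, Myl1 0.56, Pvalb 0.82, with mouse as random effect, Pvalb 0.042, with the 3 libraries of most extreme rod score left out, Sqstm1 0.056. Of the values for single genes and other lists under alternatives, 3041 kept direction and side of the threshold, 1277 lost the call, 149 gained one and 61 had the other sign. Depth limits low genes most, at 9171131 to 13217909 counts per library.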

Differences from the paper's values

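The counts for single lists at an unadjusted p, by DESeq2 and by limma-trend were taken after the results were seen, and the other tests of this part were planned. The paper's counts stand beside counts at the paper's thresholds, where the paper took 6 eyes per age and the values here 3 mice per age. For genes lower at 22 months, the paper's value is 1412 and the value from mouse sums is 321. Alternatives within 1.5 times of the paper's value for genes lower at 22 months were each eye as a sample (1263), DESeq2 on batch-corrected eyes (1374), limma-trend on eyes (1450), mouse as random effect (1183), without 5-month mouse 3 (1251), without 22-month mouse 3 (1266). For genes higher at 22 months, the paper's value is 1694 and the value from mouse sums is 769. Alternatives within 1.5 times of the paper's value for genes higher at 22 months were each eye as a sample (1695), DESeq2 on mouse sums (1502), DESeq2 on batch-corrected eyes (1949), limma-trend on eyes (1771), mouse as random effect (1572), without 5-month mouse 3 (1729), without 22-month mouse 3 (1724). For genes of the autophagy-lysosome list that were lower, the paper's value is 63 and the value from mouse sums is 12. Alternatives within 1.5 times of the paper's value for genes of the autophagy-lysosome list that were lower were each eye as a sample (52), DESeq2 on batch-corrected eyes (61), limma-trend on eyes (66), mouse as random effect (53), without 5-month mouse 3 (43), without 22-month mouse 3 (42). For genes of the autophagy-lysosome list that were higher, the paper's value is 26 and the value from mouse sums is 10. Alternatives within 1.5 times of the paper's value for genes of the autophagy-lysosome list that were higher were each eye as a sample (30), DESeq2 on mouse sums (25), DESeq2 on batch-corrected eyes (37), limma-trend on eyes (26), mouse as random effect (27). For genes lower with age in both species, the paper's value is 108 and the value from mouse sums is 27. Alternatives within 1.5 times of the paper's value for genes lower with age in both species were each eye as a sample (95), DESeq2 on batch-corrected eyes (95), limma-trend on eyes (102), mouse as random effect (94), without 5-month mouse 3 (72), without 22-month mouse 3 (72). For genes higher with age in both species, the paper's value is 65 and the value from mouse sums is 25. Alternatives within 1.5 times of the paper's value for genes higher with age in both species were each eye as a sample (66), DESeq2 on mouse sums (44), DESeq2 on batch-corrected eyes (72), limma-trend on eyes (62), mouse as random effect (59), without 5-month mouse 3 (53), without 22-month mouse 3 (53). Outside 1.5 times of the paper's value for all of these counts were DESeq2 size factors instead of TMM, no low-count filter, filterByExpr, no batch term, the replicate block, without 5-month mouse 1, without 5-month mouse 2, without 22-month mouse 1, without 22-month mouse 2, the rod score as covariate, left eyes only, right eyes only, no fold threshold. For genes lower at 22 months, DESeq2 on mouse sums (863) was also outside. For genes of the autophagy-lysosome list that were lower, DESeq2 on mouse sums (38) was also outside. For genes of the autophagy-lysosome list that were higher, without 5-month mouse 3 (47), without 22-month mouse 3 (47) were also outside. For genes lower with age in both species, DESeq2 on mouse sums (55) was also outside. 

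The paper gives the changed autophagy-lysosome genes as lower in the main across all categories. Over the 7 categories, 4 had more lower than higher genes, 3 as many and 0 fewer here, and with each eye as a sample 7 had more lower genes. Of the 63 genes the paper lists as lower, 63 had a log2 fold change below 0 and 12 were called, and of the 26 it lists as higher, 26 were above 0 and 9 called. Both sets were chosen on these libraries, so their directions are not independent evidence. The paper describes the lysosome pathway as changed in both directions; here 0 genes of the lysosome list were lower and 5 higher by edgeR (12 and 15 at an unadjusted p under 0.05), and with each eye as a sample 7 and 14. The paper describes genes lower in aged RPE as associated with the RPE; of 39 RPE identity genes 0 were called lower by edgeR on mouse sums (0, 0 and 18 without 5-month mouse 1, 2 or 3 and 0, 0 and 19 without 22-month mouse 1, 2 or 3, and 2 with the mouse number as a block), 25 at an unadjusted p under 0.05, 23 by DESeq2 on mouse sums, 18 with each eye as a sample and 22 by limma-trend. The paper describes little variation within each age; on the first component of the deposited values, 5-month libraries spanned -67.3 to -0.937 and 22-month libraries 16.4 to 50.0, apart as the paper describes.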

Other observations

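The scores by batch and by library and the counts at an unadjusted p were taken after the results were seen, and the other tests of this part were planned. Several lists of immune cell genes were higher as lists at 22 months, with part of their members called. Mast cell genes gave 0 lower and 5 higher genes of 7 (1 and 5 when adjusted over the list alone), with a median log2 fold change of 2.70 (camera adjusted p = 0.0142; adjusted p = 0.539 with an estimated correlation). B and plasma cell genes gave 0 lower and 1 higher genes of 5 (0 and 4 when adjusted over the list alone), with a median log2 fold change of 1.33 (camera adjusted p = 0.0218; adjusted p = 0.539 with an estimated correlation). The B and plasma cell list did not pass without 22-month mouse 3 (camera adjusted p = 0.0512). The low-count filter, on the mean over all 12 libraries, kept 7 of 12 mast and 5 of 14 B and plasma cell genes. A gene low at 5 months can pass it through 22-month values alone, so the direction of both lists may be in part built in. Macrophage and microglia genes gave 0 lower and 5 higher genes of 29 (1 and 20 when adjusted over the list alone), with a median log2 fold change of 0.59 (camera adjusted p = 2.75e-07; adjusted p = 0.539 with an estimated correlation; median 0.90 without 5-month mouse 3 and 0.90 without 22-month mouse 3). Igkc, an antibody light chain gene, rose from 2.27 ± 0.996 CPM (SD, n = 3 mice) at 5 months to 11.7 ± 6.60 CPM (SD, n = 3) at 22 months (adjusted p = 0.0328 from edgeR's quasi-likelihood test), and Cybb, an oxidase subunit of phagocytes, had a log2 fold change of 0.90 (standard error 0.18, adjusted p = 0.0444 from the same test). Antigen presentation genes gave 0 lower and 2 higher genes of 28 (0 and 12 when adjusted over the list alone), among them H2-D1, a class I molecule, with a log2 fold change of 0.73 (standard error 0.11, adjusted p = 0.0283 from the same test). Complement genes gave 0 lower and 6 higher genes of 22 (1 and 9 when adjusted over the list alone), among them C1s1, with a log2 fold change of 0.83 (standard error 0.13, adjusted p = 0.0294 from the same test), and the receptor gene C3ar1, with a log2 fold change of 0.69 (standard error 0.13, adjusted p = 0.0393 from the same test). Interferon response genes gave 0 lower and 0 higher genes of 47 (0 and 0 when adjusted over the list alone) by edgeR, 0 lower and 14 higher at an unadjusted p under 0.05, and 0 lower and 7 higher by DESeq2 on mouse sums. Mast cell genes called (lower/higher) numbered 0/2, 0/0 and 1/5 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 1/5 without 22-month mouse 1, 2 or 3, and in the same order B and plasma cell genes 0/0, 0/0, 0/4, 0/0, 0/0 and 0/4, macrophage genes 0/0, 0/0, 0/20, 0/0, 0/0 and 0/20, antigen presentation genes 0/0, 0/0, 0/2, 0/0, 0/0 and 0/2, complement genes 0/2, 0/0, 1/9, 0/0, 0/0 and 1/9 and interferon response genes 0/0, 0/0, 0/1, 0/0, 0/0 and 0/1.

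Respiration genes were lower as lists. Complex I subunits gave 3 lower and 0 higher genes of 36 (12 and 0 when adjusted over the list alone), with a median log2 fold change of -0.21 (camera adjusted p = 2.52e-07; adjusted p = 0.539 with an estimated correlation). Subunits of complexes II to V gave 3 lower and 0 higher genes of 43 (4 and 0 when adjusted over the list alone), with a median log2 fold change of -0.19 (camera adjusted p = 6.12e-08; adjusted p = 0.539 with an estimated correlation). TCA cycle genes gave 1 lower and 0 higher genes of 26 (1 and 0 when adjusted over the list alone), with a median log2 fold change of -0.18 (camera adjusted p = 1.42e-04; adjusted p = 0.539 with an estimated correlation). The complex I score differed between batches by 0.94 (batch 2 minus batch 1), against -0.21 between ages. Heat shock protein genes gave 2 lower and 0 higher genes of 25 (3 and 0 when adjusted over the list alone), with a median log2 fold change of -0.21 (camera adjusted p = 4.75e-04; adjusted p = 0.539 with an estimated correlation). Antioxidant and NRF2 target genes gave 2 lower and 1 higher genes of 52 (2 and 1 when adjusted over the list alone), with a median log2 fold change of -0.17 (camera adjusted p = 0.00605; adjusted p = 0.539 with an estimated correlation; median -0.11 without 5-month mouse 2). Cholesterol synthesis genes gave 3 lower and 0 higher genes of 25 (3 and 0 when adjusted over the list alone), with a median log2 fold change of -0.13 (camera adjusted p = 0.0133; adjusted p = 0.539 with an estimated correlation). The cholesterol list did not pass without 5-month mouse 3 (camera adjusted p = 0.296) or without 22-month mouse 3 (adjusted p = 0.307). Tight and adherens junction genes gave 3 lower and 2 higher genes of 37 (4 and 2 when adjusted over the list alone), with a median log2 fold change of -0.092 (camera adjusted p = 0.0231; adjusted p = 0.581 with an estimated correlation; median -0.17 without 5-month mouse 3 and -0.17 without 22-month mouse 3). The junction list did not pass without 5-month mouse 1 (camera adjusted p = 0.0997) or without 22-month mouse 2 (adjusted p = 0.0720). Circadian clock genes gave 0 lower and 1 higher genes of 22 (5 and 1 when adjusted over the list alone), with a median log2 fold change of -0.076 (camera adjusted p = 0.123). Senescence and p53 target genes gave 0 lower and 1 higher genes of 25 (1 and 2 when adjusted over the list alone), with a median log2 fold change of -0.048 (camera adjusted p = 0.740). Glycolysis genes gave 0 lower and 2 higher genes of 27 (2 and 7 when adjusted over the list alone), with a median log2 fold change of 0.15 (camera adjusted p = 0.0560). The glycolysis list passed without 5-month mouse 3 (camera adjusted p = 0.0136) and without 22-month mouse 3 (adjusted p = 0.0140). Cytosolic ribosomal protein genes gave 0 lower and 0 higher genes of 78 (0 and 0 when adjusted over the list alone) by edgeR, 2 lower and 1 higher at an unadjusted p under 0.05, and 0 lower and 0 higher by DESeq2 on mouse sums, with a median log2 fold change of 0.022 (camera adjusted p = 0.385). Complex I genes called (lower/higher) numbered 0/0, 0/0 and 8/0 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 8/0 without 22-month mouse 1, 2 or 3, and in the same order genes of complexes II to V 0/0, 0/0, 6/0, 0/0, 0/0 and 6/0, TCA cycle genes 0/0, 0/0, 6/0, 0/0, 0/0 and 6/0, heat shock genes 1/0, 0/0, 2/1, 0/0, 0/0 and 2/1, NRF2 target genes 1/1, 0/0, 7/1, 0/0, 0/0 and 7/1, cholesterol genes 0/0, 0/0, 3/1, 0/0, 0/0 and 3/1, junction genes 1/1, 1/1, 11/2, 0/0, 0/0 and 11/2, glycolysis genes 0/1, 0/0, 4/12, 0/0, 0/0 and 4/12, circadian clock genes 1/0, 0/0, 1/2, 0/0, 0/0 and 1/2, senescence and p53 target genes 1/1, 0/0, 2/3, 0/0, 0/0 and 2/3 and ribosomal protein genes 0/0, 0/0, 0/0, 0/0, 0/0 and 0/0.

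Endothelium genes gave 2 lower and 0 higher genes of 24 (2 and 0 when adjusted over the list alone), with a median log2 fold change of -0.13 (camera adjusted p = 0.0110; adjusted p = 0.595 with an estimated correlation; median -0.24 without 5-month mouse 3 and -0.24 without 22-month mouse 3). The endothelium list did not pass without 5-month mouse 1 (camera adjusted p = 0.0672). Pericyte and smooth muscle genes gave 0 lower and 1 higher genes of 13 (0 and 1 when adjusted over the list alone), with a median log2 fold change of -0.068 (camera adjusted p = 0.958). Fibroblast and scleral stroma genes gave 0 lower and 3 higher genes of 22 (0 and 6 when adjusted over the list alone), among them Fmod, a small proteoglycan, with a log2 fold change of 0.94 (standard error 0.13, adjusted p = 0.0270 from edgeR's quasi-likelihood test). Surface epithelium and keratinocyte genes gave 1 lower and 4 higher genes of 14 (1 and 9 when adjusted over the list alone). Immediate early genes gave 1 lower and 0 higher genes of 28 (1 and 0 when adjusted over the list alone), with a median log2 fold change of -1.14 (camera adjusted p = 9.50e-04; adjusted p = 0.679 with an estimated correlation; median -0.032 without 5-month mouse 2, -1.73 without 5-month mouse 3 and -1.73 without 22-month mouse 3). Their score was 6.78 and 6.85 in the eyes of 5-month mouse 2 and between 3.96 and 4.48 in the other 10 libraries. The immediate early list did not pass without 5-month mouse 2 (camera adjusted p = 0.962). Lens crystallin genes gave 0 lower and 0 higher genes of 14 (0 and 0 when adjusted over the list alone) by edgeR, 4 lower and 0 higher at an unadjusted p under 0.05, and 2 lower and 0 higher by DESeq2 on mouse sums. They had a median log2 fold change of -1.02 (camera adjusted p = 0.0133; adjusted p = 0.753 with an estimated correlation; median 0.78 without 5-month mouse 1 and -1.71 without 5-month mouse 2). The lens list did not pass without 5-month mouse 1 (camera adjusted p = 0.960). For the lens list with the mouse number as a block the adjusted p was 0.0807. Skeletal muscle genes gave 0 lower and 0 higher genes of 16 (0 and 0 when adjusted over the list alone) by edgeR, 2 lower and 0 higher at an unadjusted p under 0.05, and 1 lower and 0 higher by DESeq2 on mouse sums. They had a median log2 fold change of -0.21 (camera adjusted p = 0.0237; adjusted p = 0.615 with an estimated correlation; median -0.11 without 5-month mouse 2, -0.36 without 5-month mouse 3, -0.11 without 22-month mouse 2 and -0.36 without 22-month mouse 3). The muscle list did not pass without 5-month mouse 1 (camera adjusted p = 0.0695), without 5-month mouse 2 (adjusted p = 0.106) or without 22-month mouse 2 (adjusted p = 0.131). Endothelium genes called (lower/higher) numbered 1/0, 1/0 and 7/0 without 5-month mouse 1, 2 or 3 and 0/0, 0/0 and 7/0 without 22-month mouse 1, 2 or 3, and in the same order fibroblast genes 0/1, 0/0, 1/3, 0/0, 0/0 and 1/3, surface epithelium genes 1/2, 1/0, 2/4, 0/0, 0/0 and 2/4, pericyte and smooth muscle genes 0/0, 0/0, 0/3, 0/0, 0/0 and 0/3, immediate early genes 3/0, 1/0, 1/0, 0/0, 0/0 and 1/0, lens crystallin genes 0/0, 0/0, 1/0, 0/0, 0/0 and 1/0 and skeletal muscle genes 0/1, 0/0, 2/0, 0/0, 0/0 and 2/0.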
